# Hispidulin Attenuates Cardiac Hypertrophy by Improving Mitochondrial Dysfunction

**DOI:** 10.3389/fcvm.2020.582890

**Published:** 2020-11-26

**Authors:** Yan Wang, Zengshuo Xie, Nan Jiang, Zexuan Wu, Ruicong Xue, Bin Dong, Wendong Fan, Gang Dai, Chen Chen, Jiayong Li, Hao Chen, Zi Ye, Rong Fang, Manting Choy, Jingjing Zhao, Yugang Dong, Chen Liu

**Keywords:** cardiac hypertrophy, hispidulin, mitochondrial dysfunction, heart failure, oxidative stress

## Abstract

Cardiac hypertrophy is a pathophysiological response to harmful stimuli. The continued presence of cardiac hypertrophy will ultimately develop into heart failure. The mitochondrion is the primary organelle of energy production, and its dysfunction plays a crucial role in the progressive development of heart failure from cardiac hypertrophy. Hispidulin, a natural flavonoid, has been substantiated to improve energy metabolism and inhibit oxidative stress. However, how hispidulin regulates cardiac hypertrophy and its underlying mechanism remains unknown. We found that hispidulin significantly inhibited pressure overload-induced cardiac hypertrophy and improved cardiac function *in vivo* and blocked phenylephrine (PE)-induced cardiomyocyte hypertrophy *in vitro*. We further proved that hispidulin remarkably improved mitochondrial function, manifested by increased electron transport chain (ETC) subunits expression, elevated ATP production, increased oxygen consumption rates (OCR), normalized mitochondrial morphology, and reduced oxidative stress. Furthermore, we discovered that Sirt1, a well-recognized regulator of mitochondrial function, might be a target of hispidulin, as evidenced by its upregulation after hispidulin treatment. Cotreatment with EX527 (a Sirt1-specific inhibitor) and hispidulin nearly completely abolished the antihypertrophic and protective effects of hispidulin on mitochondrial function, providing further evidence that Sirt1 could be the pivotal downstream effector of hispidulin in regulating cardiac hypertrophy.

## Introduction

Cardiac hypertrophy is a pathophysiological response to a series of predisposing conditions, including hypertension, coronary heart disease, valvular heart disease, and cardiomyopathy (1). Although cardiac hypertrophy is the compensatory response for preserving cardiac function initially, long-standing cardiac hypertrophy will progressively develop into heart failure (2, 3). Characterized by enlarged cell size and enhanced protein synthesis, cardiac hypertrophy is commonly accompanied by severe oxidative damage, which is associated with energy depletion (4). With a minute-to-minute high energy requirement, cardiac contraction and relaxation require sufficient energy supply to fulfill the workload demand (5). The mitochondrion is the primary organelle for energy production, mitochondrial dysfunction contributes to the development of heart failure (6). In hypertrophied hearts, the activity of mitochondrial oxidative phosphorylation complexes and ATP synthase are reduced, which leads to a decline in ATP production (7). In addition to abnormal mitochondrial morphology, decreased individual mitochondrial area and suppressed mitochondrial dynamics were observed (8). Meanwhile, impaired mitochondrial function results in the accumulation of reactive oxygen species (ROS) leakage from impaired electron transport chain (ETC). The aforementioned abnormalities could eventually lead to reduced energy production and enhanced oxidative stress of cardiomyocytes (9). Thus, maintaining the function of mitochondria is fundamental for protecting the heart from cardiac hypertrophy.

Hispidulin (4′,5,7-trihydroxy-6-methoxyflavone) is a natural flavonoid extracted from *Saussurea involucrata* (10). It has been demonstrated that hispidulin has anti-oxidant and metabolism modulation capacities. Hispidulin improves lipid metabolism by directly binding to peroxisome proliferator-activated receptor α (PPARα), a ligand-activated transcription factor involved in fatty acid metabolism, and activating PPARα *in vitro* (10). Hispidulin can activate PPARγ through the activation of adenosine 5′-monophosphate (AMP)-activated protein kinase (AMPK) and extracellular regulated protein kinases (ERK) signaling pathways, thereby suppressing the oncogenesis and metastasis of hepatocellular carcinoma both *in vitro* and *in vivo* (11). In addition, hispidulin has been proven with antioxidative properties predominantly by activating nuclear factor erythroid 2-related factor 2 (Nrf2) (12). Furthermore, hispidulin reverses cell apoptosis and mitochondrial dysfunction by activating the AMPK/Glycogen synthase kinase-3 (GSK3β) signaling pathway (13). Nevertheless, the effect of hispidulin on cardiac hypertrophy has not yet been investigated. Since energy insufficiency and oxidative damage are principal mechanisms of cardiac hypertrophy, we hypothesized that hispidulin might play a protective role against cardiac hypertrophy. The aim of our present study was to examine the effects of hispidulin on cardiac hypertrophy and explore the underlying mechanisms both *in vivo* and *in vitro*.

## Materials and Methods

### Reagent

Phenylephrine (PE) was purchased from Tokyo Chemical Industry (P0398). Hispidulin (SML0582), Dimethyl sulfoxide (DMSO) (D2650), and EX-527 (E7034) were obtained from Sigma-Aldrich (St. Louis, USA). With the purpose of detecting specific proteins by Western blotting, the following primary antibodies, obtained from Cell Signaling Technology (Danvers, MA, USA), were applied: anti-AMPK (Thr172) (#2531), antiphosphorylated AMPK (#2532), anti-Sirt1(D1D7) (#5490) antibody, anti-phosphorylated p38 (Thr180/Tyr182) (#4511), anti-p38 (#8690), anti-phosphorylated Akt (Ser473) (#4060), anti-Akt (#9272), anti-phosphorylated JNK1/2 (Thr183/Tyr185) (#4668), anti-JNK1/2 (#9252), anti-Tom20 (D8T4N) (#42406), anti-OPA1 (D6U6N) (#80471), anti-Mitofusin2 (D1E9) (#11925), and anti-GAPDH (#2118) antibodies. Anti-PGC-1α antibody (66369-lg) and secondary antibodies, including goat anti-rat IgG (H+L), horseradish peroxidase (HRP) conjugate (SA00001-15), goat anti-mouse IgG (H+L), and HRP conjugate (SA00001-1), were obtained from Protein-tech Group (Wuhan, China). The anti-vinculin antibody was purchased from Sigma-Aldrich (V9264).

### Animals

All animal experiments were conducted with compliance of the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health and the Animal Care and Use Committees of the Sun Yat-sen University. Mice were raised at the Laboratory Animal Center of Sun Yat-sen University. Male C57BL/6J mice weighing 24-26 g (8-10 week old) were anesthetized through intraperitoneal injection of sodium pentobarbital (75 mg/kg) and endotracheally intubated. Mice then underwent descending aortic banding (AB) or sham surgery. The surgical procedure is briefly described as follows. After left thoracotomy under anesthesia, the descending aorta was separated. A 26-gauge needle was tied by a 7-0 silk suture ligature around the descending aorta to induce pressure overload in the AB group, and the aforementioned procedure was conducted without AB in the sham group (14). All the animals were randomly assigned to four groups: DMSO+sham, hispidulin+sham, DMSO+AB, hispidulin+AB, hispidulin (20 mg/kg/day, i.p., once daily) or equally volume of DMSO were injected in the mice intraperitoneally from 1 day before surgery to 1 week or 4 weeks post-surgery. The mice subsequently underwent echocardiography and were sacrificed 1 week or 4 weeks after surgery.

### Echocardiography

Four weeks after AB or sham surgery, the C57BL/6J mice underwent transthoracic echocardiographic examination using a commercially available echocardiographic system (VisualSonics Vevo 2100 with a 30-MHz transducer) after being sedated with inhalant anesthetics (1.5-2% isoflurane mixed with 100% O_2_) and placed in the supine position. The echocardiographic imaged were obtained by an experienced technologist who were blinded to the study design.

### RNA-Seq Analysis

RNA samples were collected from mice 4 weeks after AB or sham surgery. RNA isolation, library construction, and sequencing were performed on a BGISEQ-500 (Beijing Genomic Institution, www.genomics.org.cn, BGI). For the gene expression analysis, the fold changes were also estimated according to the fragments per kilobase of exon per million fragments mapped (FPKM) in each sample. The significance of different gene expression was defined by the following filter criteria: false discovery rate (FDR) ≤ 0.001 and log2-ratio ≥1. All original sequence datasets will be submitted to the GEO repository and GEO accession number is GSE154798.

### Transmission Electron Microscopy

Briefly, after euthanasia, the mouse heart was collected and fixed by immersing in 4% paraformaldehyde with 2.5% glutaraldehyde in 0.1 M sodium cacodylate. After fixation, tissues were cut from the heart, followed by sectioning into 70-nm slices using an ultramicrotome and stained with lead citrate. A Tecnai G2 spirit Twin transmission electron microscope (USA FEI) at 80 kV and 5,800× -62,500× direct magnification was used for ultrastructural detection of the mouse heart sections. Individual mitochondrial area and aspect ratios were measured with ImageJ software (National Institutes of Health, Maryland, USA).

### Adult Mouse Cardiomyocyte Culture

Adult mouse ventricular cardiomyocytes were cultured by using 8-week-old C57BL/6J mice. The heart were excised rapidly and fixed to Langendroff perfusion system, followed by perfusing through aorta with perfusion buffer (NaCl 113 mmol/l, KCl 4.7 mmol/l, KH2PO4 0.6 mmol/l, MgSO4 1.2 mmol/l, HEPES 10 mmol/l, NaHCO3 12mmol/l, KHCO3 10 mmol/l, Taurine 30 mmol/l, BDM 10 mmol/l, Glucose 5.5 mmol/l) for 5 min and with collagenase buffer (30 mg Type II collagenase diluted with 30 ml perfusion buffer) for 20 min. After that, hearts were transferred to the 100-mm culture dishes which were filled with collagenase buffer. After removing blood vessels, connective tissue and atria, the rest heart tissue were chopped completely and dipped gently. Then, all suspensions and tissues were transferred to stop buffer and mixed thoroughly, followed by filtration with 100 μm cell strainer, centrifuge at 300 rpm for 5 min and re-suspension. The aforementioned procedures were, repeated for three times. After that, cardiomyocytes were plated in 100 mm culture dishes with culture media and preplated for 1 h to remove fibroblasts. Then the cell suspension was collected and plated in six-well plates with culture media. After incubated for 24 h, mouse adult cardiomyocytes were treated with hispidulin for 24 h.

### Primary Cardiomyocyte Culture

Neonatal rat cardiomyocytes were prepared as described previously (15). Briefly, neonatal rat ventricular cardiomyocytes (NRVMs) were cultured by using 1-2-day-old Sprague Dawley rats. The left ventricles were cut into 2 mm^3^ pieces and digested with 0.125% trypsin (20885552, Gibco) at 37°C for 5 min. After discarded the supernatant, the remaining tissue was digested with 0.05% type I collagenase (17018029, Gibco) at 37°C for 2.5 h and neutralized with an equal volume of DMEM containing 10% Newborn Calf Serum (NBS). The cell suspensions were collected and the rest of the tissue was redigested in 0.125% trypsin at 37°C for another 5 min. The suspension was collected. All suspensions were collected and centrifuged thrice at 510 rpm for 8 min. The suspensions were separated and dipped in the D-Hanks solution. After this step was repeated twice, the isolated cells were resuspended in DMEM containing 10% NBS and preplated for 1 h to remove fibroblasts. The cardiomyocytes were then plated in six-well plates at a density of 0.8 × 10^6^ cells/well with DMEM/F12 containing 10% NBS and 0.1 mM 5-bromodeoxyuridine (BrdU). Forty-eight hours after seeding, the cardiomyocytes were starved with a serum-free medium for 24 h. Then, the cardiomyocytes were treated with hispidulin for 2 h before PE treatment and exposed to 50 μM PE for 24 h to induce hypertrophy.

### RNA Isolation and Quantitative Real-Time PCR (qPCR)

Total RNA was extracted from cardiomyocytes and heart tissues with TRIzol (T9424, Sigma-Aldrich), and single-strand cDNA was prepared by using a RevertAid First Strand cDNA Synthesis Kit (K1622, Thermo Fisher) following the manufacturer's instructions. RNA levels were detected by real-time PCR using a LightCycler480 thermal cycler (Roche, Germany). PCR amplification was performed as follows: 95°C for 5 min, 39 cycles of 95°C for 10 s, 60°C for 20 s, and 72°C for 20 s. The primers used are summarized in Table 1.

**Table 1:** Sequences of the primers.

**Target**	**Forward (5′-3′ orientation)**	**Reverse (5′-3′ orientation)**
ANP (rat)	TGAGCCGAGACAGCAAACATC	AGGCCAGGAAGAGGAAGAAGC
BNP (rat)	CAGCTCTCAAAGGACCAAGG	TAAAACAACCTCAGCCCGTC
GAPDH (rat)	ACAGCAA CAGGGTGGTGGAC	TTTGAGGGTGCAGCGAACTT
SOD1 (rat)	AGGGCGTCATTCACTTCGAG	CCTCTCTTCATCCGCTGGAC
CATA (rat)	GCCAATTTCGACAGGGAACG	CGCTCATGGATAACGGTGGA
MnSOD (rat)	ACCGAGGAGAAGTACCACGA	TGGGTTCTCCACCACCCTTA
Prx-3 (rat)	CCTGGATCAACACGCCAAGA	GCAATGCCAGCACTTTCCAA
Mitofusin 1 (rat)	CAAAGAAGGCCATCACTGCG	TCCGATCAAGTTCCGGGTTC
Mitofusin 2 (rat)	TCAGTAGCCAATCTGGACCTG	AAGGGACCTTCACAGGTTGG
OPA1 (rat)	GCCCTTCCCAGTTCAGAAGA	GGTGTACCCGCAGTGAAGAA
Drp1 (rat)	TGGAAAGAGCTCAGTGCTGG	CAACTCCATTTTCTTCTCCTGTTGT
Fis1 (rat)	ACCCAAGCGTGCTTTCTGTA	TCATCCCTTACCACGCAACC
Mff (rat)	GCCCAGGGGATAAAGGTGAC	AGTGGGAGAAGGAAATGCCG
ANP (mouse)	ACCTGCACCACCTGGAGG	CCTTGGCTGTTATCTTCGGTACCG
BNP (mouse)	GCTGTAACGCACTGAAGTTGT	ATCACTTCAAAGGTGGTCCCAG
GAPDH (mouse)	GTTGTCTCCTGCGACTTCAAC	GCTGTAGCCGTATTCATTGTCA
SOD1 (mouse)	TTGGCCTGTGGAGTGATTGG	CAGTTTAATGGTTTGAGGGTAGCA
CATA (mouse)	ATGGAAGGACCGTGTTTGGTT	CGCTGGCGCTTTTATTGTTACT
MnSOD (mouse)	GAGAGCAGCGGTCGTGTAAA	AGCCTCGTGGTACTTCTCCT
Prx-3 (mouse)	TCGGTATCTCCGCCTATCGT	GAGGACCAGAGCAACCTTCC
Atp2a2 (mouse)	GGAACCTTTGCCGCTCATTT	AGGGAGCAGGAAGATTTGGTG
Atp5b (mouse)	AGCTCTGACTGGTTTGACCG	GCCCAATAAGGCAGACACCT
Atp5j1 (mouse)	CTCCTGTTTGGCTTCTGTCTCA	GCCATCGCAAGGCACTATGG
Atp5f1 (mouse)	TCCAGGGGTATTACAGGCAAC	CAGCCCAAGACGCACTTTTC
Atp5a (mouse)	GGCAACCACAAGGTCGATTC	CGGACGACTGGCACAAAATG
Atp5o (mouse)	TGTTCAGGTCTACGGCATCG	GGTGCGCTTGATGTAGGGAT
Usmg5 (mouse)	CGTCGCTAGGTTTGTTGAAGG	GCCATCACTTTCTGCACCAG
Ndufa1 (mouse)	GAGAGGTAAAGCCGGGTCAC	GACCAAGCACACCCCCATAA
Ndufa4 (mouse)	AAACATGCTCCGCCAGATCC	GTGCCAAGCGCATCACATAC
Ndufa3 (mouse)	TCAACAAGGCCACACCCTAC	ACAGGTTCTTCAGCCAGTCC
Ndufa5 (mouse)	GACACTCCACACGAGAGGC	CGCCTTGACCATATCCAGCTT
Ndufs1 (mouse)	GGTTTTGAGGGGTCAGGGAG	CCAGTCAAGGGCAAGAGGAG
Uqcrb (mouse)	TCTCAGGTCAAAATGGCGGG	TCAGGTCCAGGGCTCTCTTA
Sucla2 (mouse)	GCCGCCCAGGATCAAAGGAT	CTGCCCTTTTCTCCAGTTTGC
Uqcrc2 (mouse)	GTCCTCCGACCCCATCTTG	TCATGGCTCTAGCAGTTGCC

### Western Blotting Analysis

Western blotting was performed as described in our previous study (14). Briefly, cardiomyocytes were harvested on ice with cold cell lysis buffer which contained 1 mM PMSF (#8553S, CST) and 1× phosphatase inhibitor (#5870, CST). The heart homogenates were obtained as follows: hearts were harvested and homogenized using lysis buffer in an ice-cold Dounce tissue grinder, and the tissue was subjected to ultrasound three times for dissociation. After centrifugation at 10,000 g for 10 min, the supernatant was collected for western blotting. Protein concentrations were measured using a Pierce™ BCA Protein Assay Kit (23250, Thermo Fisher). Equal amounts of protein (20 μg) for each sample were prepared and size-separated by SDS-PAGE, transferred to 0.45 μm PVDF membranes (IPaVH00010, Millipore) and blocked with 1× Tris buffered saline with Tween (TBST) containing 5% bovine serum albumin (BSA) (#9997, CST) for 1 h. After being incubated overnight at 4°C, primary antibodies were diluted as follows: anti-Sirt1, anti-phosphorylated JNK1/2, anti-JNK1/2, anti-phosphorylated p38, anti-p38, anti-phosphorylated Akt, anti-Akt, anti-PGC-1α, anti-AMPK, and anti-phosphorylated AMPK antibody were diluted as 1:1,000 using 5% 1 × TBST containing 5% BSA; anti-GAPDH and anti-Vinculin antibody were diluted as 1:10,000. Then the second antibody were subsequently incubated at room temperature for 1 h, and the signals were visualized with Pierce™ ECL Western Blotting Substrate (32106, Thermo Fisher). The signals were quantified using Quantity One software (Bio-Rad, CA, USA). GAPDH and vinculin were used as internal controls.

### Immunofluorescence Staining

Immunofluorescent staining was performed as previously described (14). Primary antibodies including rabbit polyclonal anti-troponin I, were diluted at 1:50, (sc-133117, Santa Cruz), and the immune complexes were detected with Cy3-conjugated secondary antibodies in a 1:100 dilution. The nuclei were stained with DAPI (40,60-diamidino-2-phenylindole, 0.5 mg/ml, Sigma-Aldrich, D9542). The images were captured at 400× with a LSM-780 confocal microscope (Zeiss, Oberkochen, Germany).

### Measurement of the Cell Surface Area

Twenty-four hours after PE treatment, the cardiomyocytes were washed three times with the D-Hanks buffer and then fixed with 4% paraformaldehyde for 30 min at room temperature. Cardiomyocyte surface area measurement was conducted using Image-Pro Plus software (Media Cybernetics, Crofton, MA, USA) as previously described (14).

### ATP Detection Assay

Twenty-four hours after PE treatment or 4 weeks after surgery, cardiomyocyte lysates or tissue homogenates were collected, respectively, being kept on ice throughout the experiment. ATP detection was conducted using a Molecular Probes' ATP Determination Kit (A22066, Thermo Fisher). The reaction was initiated by dispensing Luciferase reagent into all samples. The ATP concentration was measured by a bioluminescence assay (emission maximum ~560 nm at pH 7.8) and adjusted according to the protein concentrations of each sample. The results were presented as nmol/mg protein.

### Seahorse Mitochondrial Oxygen Consumption Rate (OCR) Assay

OCR detection of cardiomyocytes was conducted with the Seahorse XFe 24 analyzer (Agilent, Santa Clara, USA). Cardiomyocytes were seeded at a density of 1.5 × 10^4^/well in a special Seahorse 24-well plate (102342-100, Seahorse). After treating with PE for 24 h, the medium was replaced with XF medium containing 10 mM D-(+)-glucose (G7021, Sigma-Aldrich), and 1 mM sodium pyruvate (11360070, Thermo Fisher). The plates were placed in a CO_2_-free 37°C incubator for an hour before the measurement. A Seahorse XF Cell Mito Stress Test Kit (103015-100, Seahorse) was used for detection. The basal respiration of the NRVMs was detected, and ATP-linked OCR was analyzed after treatment with 1 μM oligomycin (ATP synthase inhibitor). Then, the uncoupling agent carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) 0.5 μM was injected to detect maximal respiration. Finally, rotenone and antimycin A (AR) were used to abolish mitochondrial respiration by inhibiting complexes I and III, respectively. Basal respiration was the average of the first three measurements. The mitochondrial-specific OCR (mito-OCR) was calculated by subtracting OCR values after the addition of AR from basal respiration. The ATP-linked OCR was measured by subtracting OCR values after oligomycin injection from basal OCR values. Maximal respiration was taken as the average of three measurements after FCCP injection. Reserve capacity was defined as the difference between maximal respiration and basal OCR.

### ROS Staining

ROS staining was performed as described in our previous study (16). DHE staining was conducted in frozen sections of the heart to detect ROS levels. Fresh hearts were harvested, embedded in optimum cutting temperature compound (OCT), and cut into 5 μm-thick frozen sections. The sections were stained with DHE (1 μm) for 20 min at 37°C. Fluorescence images were taken by a fluorescence microscope (DMi8, LEICA, German). The entire process was protected from light. Fluorescence intensity was measured using ImageJ software. DCF-DA staining was conducted in cardiomyocytes following the manufacturer's instructions. After treated with PE, cardiomyocytes were washed thrice with the D-Hanks buffer and incubated with 5 μM DCF-DA for 20 min at 37°C. Fluorescence images were taken using a fluorescence microscope (DMi8, LEICA, German). Fluorescence intensity was detected by flow cytometry (Gallios, Beckman Coulter, California, USA). Mitosox-Red staining was conducted in cardiomyocytes to detect mitochondrial ROS levels. After treating with PE for 24 h, cardiomyocytes were washed three times with the D-Hanks buffer and incubated with 5 μM Mitosox-Red for 20 min at 37°C. Fluorescence images were obtained using a fluorescence microscope (DMi8, LEICA, German). Fluorescence intensity was measured using ImageJ software.

### Statistical Analysis

All data are expressed as mean ± SE. The differences between means were evaluated using one-way or two-way ANOVA, followed by the least significant difference (LSD) posttest. Statistical significance was defined as a *p* < 0.05. All statistical analyses were performed using SPSS13.0 software (PASW, SPSS Inc., Chicago, IL, USA).

## Results

### Hispidulin Attenuated Pressure Overload-Induced Cardiac Hypertrophy in Mice

We evaluated the regulatory effect of hispidulin on pressure overload-induced cardiac hypertrophy in C57BL/6J mice. A hypertrophic model was conducted by aortic banding (AB) surgery, and sham surgery was used as a control. From 1 day before surgery to 4 weeks post-surgery, mice were treated with hispidulin (20 mg/kg/day, i.p., once daily), and DMSO was used as solvent control. Four weeks after surgery, the mice were sacrificed, and the cardiac hypertrophy phenotype was evaluated. Whether the hypertrophic models had been successfully established was confirmed by three criteria: (i) increased heart weight (HW/BW, HW/TL) and enlargement of the heart (left ventricular posterior wall thickness in diastole (LVPWD), left ventricular end-diastolic dimension (LVEDD), and left ventricular end-systolic dimension (LVESD) on echocardiography); (ii) worsening cardiac function (ejection fraction (EF%) and fractional shortening (FS%) on echocardiography); (iii) increased hypertrophic biomarkers (atrial natriuretic peptide (ANP), B-type natriuretic peptide (BNP), and hypertrophic signaling pathways).

Importantly, we discovered that hispidulin significantly attenuated AB-induced cardiac hypertrophy. As shown in Figure 1A and Table 2, compared with the DMSO control, hispidulin reduced heart size, decreased the AB-induced increase in heart weight/body weight ratio (HW/BW), heart weight/tibia length ratio (HW/TL) by 17.49 and 21.71%, respectively. Moreover, hispidulin ameliorated AB-induced heart enlargement, manifested by decreased LVPWD, LVEDD, and LVESD (8.31, 14.50, and 15.10%, respectively) (Figures 1D–G). HE and WGA staining confirmed that hispidulin reduced the AB-induced increase in cross-sectional area (Figures 1B,C,L). We further confirmed this significant phenotype in the levels of hypertrophic biomarkers, manifested by decreased expression of ANP and BNP mRNA (37.50 and 66.67%, respectively) after hispidulin treatment in AB surgery (Figures 1J,K). Prohypertrophic pathways were detected to evaluate the effect of hispidulin on cardiac hypertrophy. As shown in Figures 1M–P, AB significantly activated protein kinase B (Akt), c-Jun N-terminal protein kinase1/2 (JNK1/2) and protein kinase 38 (p38) pathways, and hispidulin treatment suppressed the phosphorylation levels of Akt, JNK1/2 and p38 pathways. Furthermore, we elucidated that hispidulin not only attenuated cardiac hypertrophy and ventricular enlargement but also improved cardiac function. As shown in Figures 1H,I, the hispidulin+AB group exhibited elevated EF% and FS% of the heart compared with the AB group. Taken together, the data indicated that hispidulin attenuated pressure overload-induced cardiac hypertrophy and improved cardiac function.

**Figure 1:**
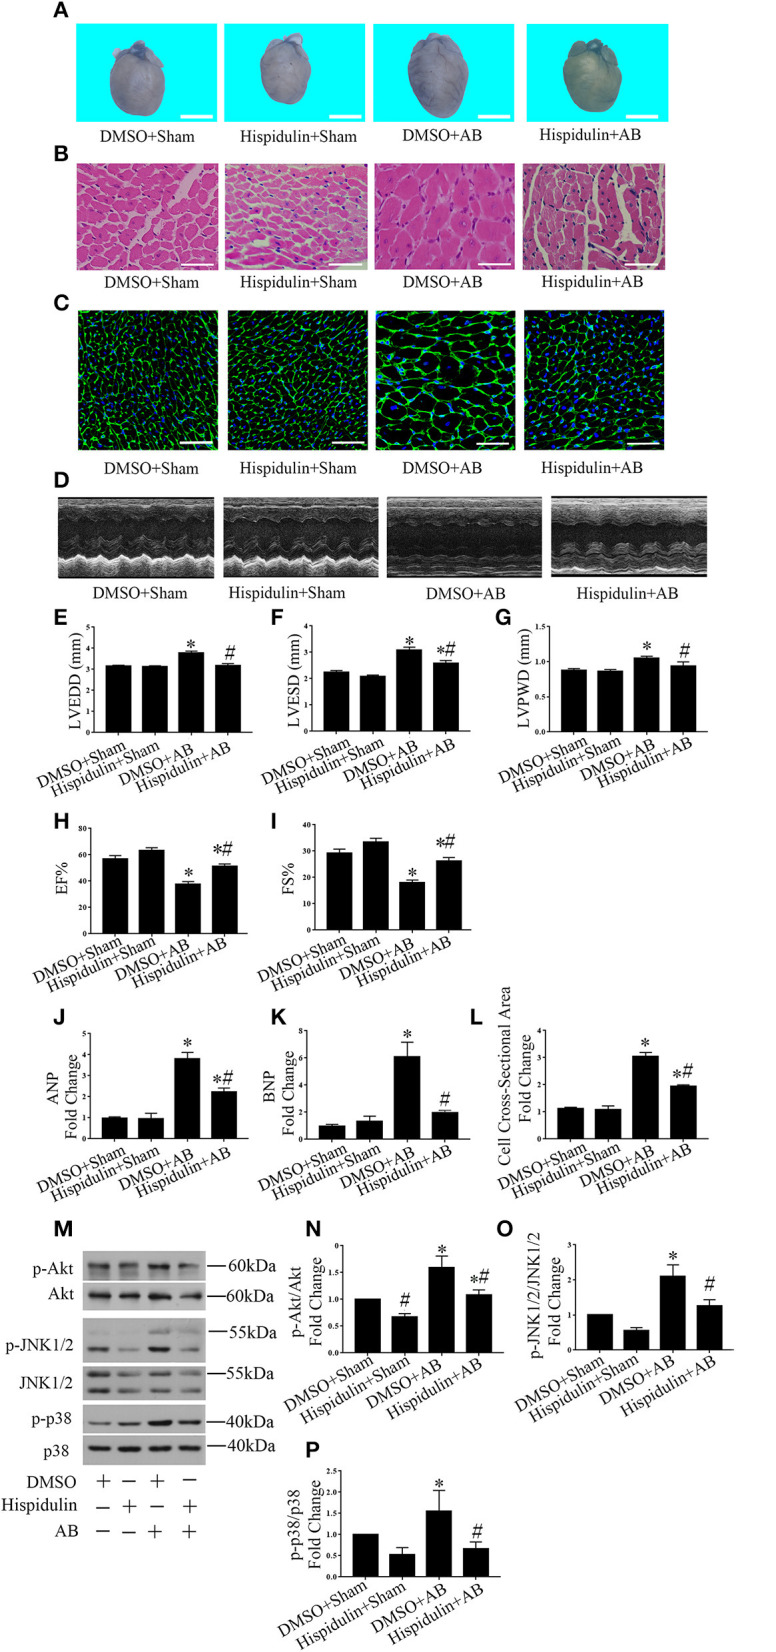
Hispidulin suppressed cardiac hypertrophy *in vivo*. Hispidulin was intraperitoneally injected into mice 1 day before surgery through 4 weeks after surgery. **(A)** Images of hearts harvested 4 weeks after surgery. The scale bar reflects 2 mm. **(B)** H&E staining of heart paraffin sections 4 weeks after surgery. Scale bar reflects 50 μm. **(C)** WGA staining of mouse heart sections 4 weeks after surgery. Scale bar reflects 50 μm. **(D)** Echocardiographic images of the hearts in each group. **(E–H)** Histograms of LVEDD **(E)**, LEVSD **(F)**, LVPWD **(G)**, EF% **(H)**, and FS% **(I)** (*n* = 8–12). **(J,K)** The mRNA levels of ANP and BNP in each group. GAPDH served as an internal control (*n* = 4–6). **(L)** Quantification of the heart cross-sectional area of each group. At least 50 cells were counted in each heart (*n* = 3–5). **(M)** Representative immunoblots of hypertrophic pathways, including Akt, JNK1/2, and p38. **(N–P)** Quantitative analysis of phosphorylated and total Akt **(N)**, JNK1/2 **(O)**, p38 **(P)** expression *in vivo* (*n* = 3–5). Data are expressed as the mean ± SE. Significance of the difference between DMSO+Sham and DMSO+AB or between Hispidulin+Sham and Hispidulin+AB: ^*^p < 0.05; significance of the difference between DMSO+Sham and Hispidulin+Sham or between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05 (n represents the number of independent experiments).

**Table 2:** The effects of hispidulin on cardiac hypertrophy induced by AB surgery.

	**DMSO Sham**	**Hispidulin Sham**	**DMSO AB**	**Hispidulin AB**	**Hispidulin AB+EX527**
**Number**	***n* =11**	***n* = 11**	***n* = 17**	***n* = 16**	***n* = 5**
BW (g)	25.45 ± 1.70	25.65 ± 1.95	25.05 ± 1.95	24.51 ± 1.12^*^^#^	22.82 ± 1.06^*^^&^
HW/BW (mg/g)	5.14 ± 0.41	4.74 ± 0.23	7.72 ± 1.53^*^	6.37 ± 0.73^*^^#^	8.55 ± 0.91^*^^&^
LW/BW (mg/g)	6.01 ± 0.76	6.01 ± 0.54	7.81 ± 2.13^*^	6.52 ± 1.01^#^	8.20 ± 1.94^*^
HW/TL (mg/mm)	6.84 ± 0.91	6.17 ± 0.63	9.81 ± 1.60^*^	7.68 ± 0.81^*^^#^	10.01 ± 0.87^*^^&^
LW/TL (mg/mm)	7.99 ± 1.18	7.78 ± 0.66	9.96 ± 2.36^*^	7.93 ± 1.34^#^	9.50 ± 2.04

*AB, aortic banding; BW, body weight at 4 weeks after surgery; HW, heart weight; LW, lung weight; TL, tibia length*.

*Data was represented as the mean ± SD, n = 5–17. Significance of the difference between DMSO+Sham and DMSO+AB or between Hispidulin+Sham and Hispidulin+AB or between Hispidulin+Sham and Hispidulin+AB+EX527*:

* *p < 0.05; significance of the difference between DMSO+AB and Hispidulin+AB*:

# *p < 0.05; significance of the difference between Hispidulin+AB and Hispidulin+AB+EX527*:

& *p < 0.05 (n represents the number of independent experiments)*.

### Hispidulin Inhibited the Hypertrophic Response of Cardiomyocytes *in vitro*

To further determine whether hispidulin regulates cardiac hypertrophy, we tested the effect of hispidulin on cardiomyocyte hypertrophy *in vitro*. First, an MTT assay was conducted to analyze cell viability after treatment with hispidulin. As shown in Figure 2A, cardiomyocytes were treated with different concentrations of hispidulin ranging from 0 to 30 μM, and cell viability exceeded 80% when the concentration of hispidulin was not greater than 10 μM. Then, cardiomyocytes were treated with hypertrophic agonist phenylephrine (PE) in the presence or absence of hispidulin. After 24 h, the cells were harvested, and the hypertrophic phenotype was analyzed. As shown in Figures 2B,C, PE-treated cardiomyocytes showed increased ANP and BNP, whereas the hypertrophic biomarkers were markedly reduced in hispidulin-treated cardiomyocytes at a concentration of 10 μM. Consistently, hispidulin treatment significantly inhibited PE-induced cell size enlargement (Figures 2D,E). Hypertrophic stimuli are known to increase the phosphorylation of prohypertrophic signaling pathways, including Akt, JNK1/2, and p38. As shown in Figures 2F–I, hispidulin treatment significantly abolished PE-induced activation of Akt, JNK1/2, and p38. Therefore, these results further corroborated that hispidulin could protect against cardiac hypertrophy.

**Figure 2:**
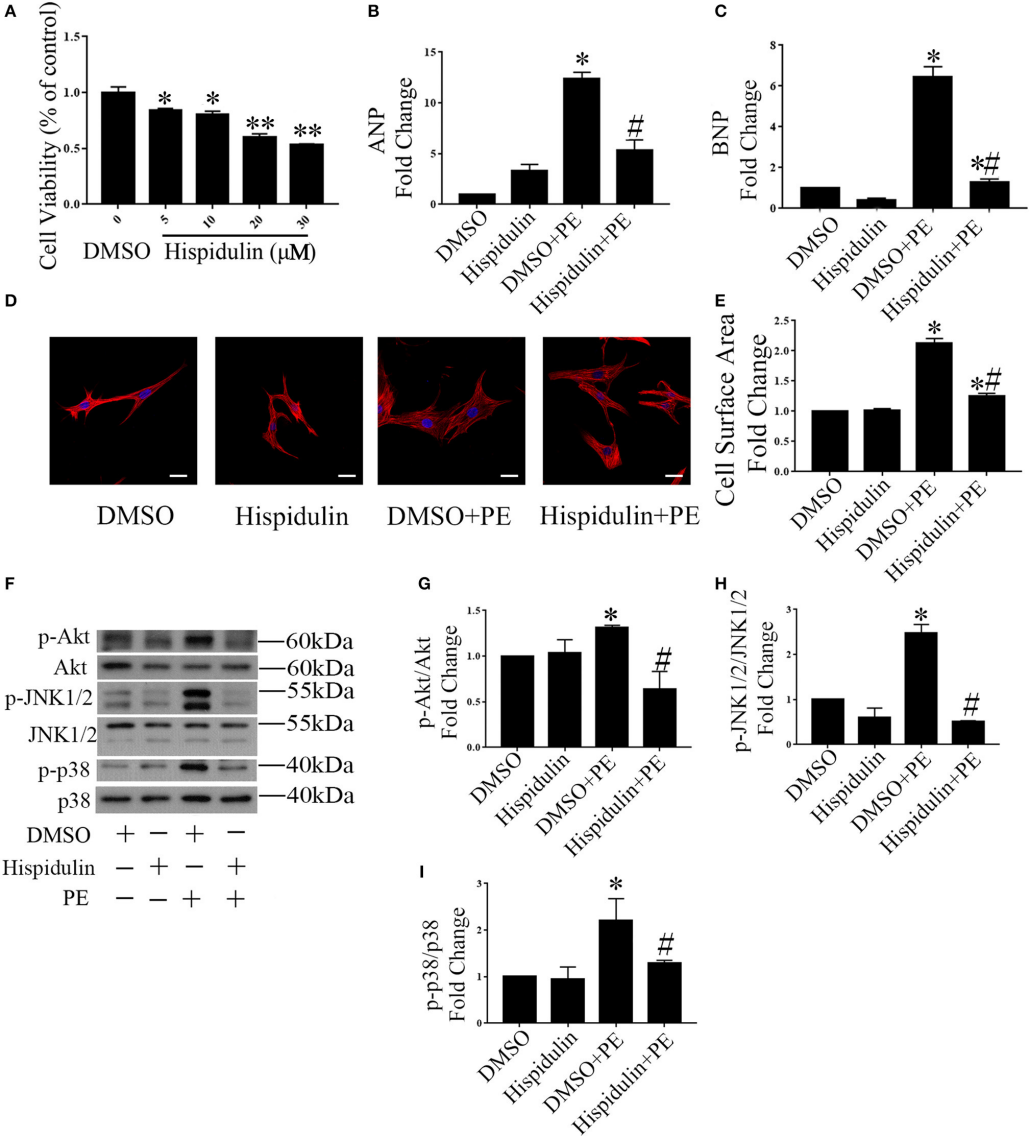
Hispidulin suppressed cardiac hypertrophy *in vitro*. **(A)** MTT assay was conducted to analyze cell viability after treatment with hispidulin (*n* = 3). Data are expressed as the mean ± SE. Significance of the difference between DMSO and Hispidulin: ^*^p < 0.05, ^**^p < 0.01. **(B,C)** After 2 h of treatment with hispidulin or DMSO, cardiomyocytes were treated with or without PE for 24 h. The mRNA expression of ANP **(B)** and BNP **(C)** was measured by qPCR. GAPDH was used as an internal control (*n* = 3). **(D)** Immunofluorescence staining was conducted using anti-troponin I antibody (1:50) and Cy3-conjugated secondary antibodies (1:100). The nuclei were stained with DAPI (0.5 mg/ml). Scale bar reflects 20 μm. **(E)** Cell surface area was measured 24 h after PE treatment (*n* = 3). **(F)** Representative immunoblots of hypertrophic pathways, including Akt, JNK1/2, and p38. **(G–I)** Quantitative analysis of phosphorylated and total Akt **(G)**, JNK1/2 **(H)**, and p38 **(I)** expression *in vitro* (*n* = 3). Data are expressed as the mean ± SE. Significance of the difference between DMSO and DMSO+PE or between Hispidulin and Hispidulin+PE: ^*^p < 0.05; significance of the difference between DMSO+PE and Hispidulin+PE: ^#^*p* < 0.05 (n represents the number of independent experiments).

### Hispidulin Restored Mitochondrial Oxidative Phosphorylation in Mice

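Heart RNA of 12 mice was sequenced, with 3 mice in each of the DMSO+Sham, hispidulin+Sham, DMSO+AB and hispidulin+AB groups, where AB is aortic banding. Mice received hispidulin at 20 mg/kg/day or DMSO, starting 1 day ahead of the operation, and the hearts were taken 4 weeks after it. Single-end reads of 50 bases were obtained from polyadenylated RNA. The authors deposited FPKM (a count scaled by transcript length and library size) for 18079 genes in each mouse, rounded to 0.01. Read counts were not used here and the sequencing depth is unknown, so no counting error can be given for any value. The FPKM of a mouse summed to between 535235 and 567027, and 107 genes were listed at 0 in every mouse. Spearman correlations across genes between mice of the same group lay between 0.968 and 0.986. Differences were estimated with limma on log2(FPKM + 1) in 1 model of all 12 mice, for the 11664 genes with an FPKM of at least 1 in at least 3 mice, and p-values were adjusted by the Benjamini-Hochberg method. Between DMSO+AB and DMSO+Sham, 608 genes had an adjusted p under 0.05, of which 292 were higher and 316 lower after AB. That count was 11 when the model held only the 6 mice compared and 1423 when limma weighted each library by its quality. Between hispidulin+Sham and DMSO+Sham, 0 genes passed and 287 had an unadjusted p under 0.05, against 583 that chance alone gives; with the replicate number as a block the count was also 0. Between hispidulin+AB and hispidulin+Sham, 0 genes passed and 847 had an unadjusted p under 0.05, and with the replicate block 17 genes passed. When the model held only the 6 mice compared, 39 genes passed as higher and 12 as lower after AB. With library weights these counts were 136 and 73. The count of 0 set against 608 with DMSO therefore cannot show that hispidulin weakened the response to AB. Neither the paper nor the sample labels give a sequencing batch or date. The animal numbers fall into separate series, and the comparisons of gene lists between mice after AB were therefore also made within each series.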

To further explore mRNA expression profiles in DMSO, AB, and hispidulin treatment, RNA-sequencing analysis was conducted in mice 4 weeks after surgery. 

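For hispidulin+AB against DMSO+AB, 3 mice against 3, 0 of the genes tested had an adjusted p under 0.05, and the smallest adjusted p from limma was 0.996. At an unadjusted p under 0.05 there were 362 genes, 187 higher and 175 lower with hispidulin. The criteria given in the paper's methods, an FDR of at most 0.001 and a log2 ratio of at least 1, were met by 0 genes. The number with an adjusted p under 0.05 moved most when the first DMSO+AB mouse was left out, to 20 genes. An absolute log2 fold change of at least 1, without a test, was found in 28 genes. When the ratio was taken between group mean FPKM, each mean plus 1, it was at least 2-fold in 40 genes, 14 higher and 26 lower with hispidulin. This balance was not stable, with 55 higher and 43 lower when 0.1 was added in place of 1. In 919 genes, 7.88% of those tested, the 3 mice of one group all lay beyond the 3 of the other, where chance alone gives 10%. Of the genes that passed between DMSO+AB and DMSO+Sham, 591 (97.2%) had a fold change of the opposite sign between hispidulin+AB and DMSO+AB. The DMSO+AB mice enter both of these comparisons and the genes were selected on one of them, which favours opposite signs without any drug effect. The share to be found without a drug effect was not measured, so this count cannot show a reversal by hispidulin. The interaction of hispidulin and AB, which tests whether the change under AB differs with the drug, had 0 genes with an adjusted p under 0.05 and 289 with an unadjusted p under 0.05.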

As shown in Figure 3, after comparing of DMSO+AB group and hispidulin+AB group, we found that 113 genes were significantly differentially expressed. 

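Whether functional groups of genes were over-represented was tested with a one-sided Fisher's exact test against all genes tested, for 14 gene sets. Of these, 8 were lists printed in the paper for these data, and 6 were built from gene symbols alone (respiratory complexes I to IV, ATP synthase and collagens). The paper does not state how the genes of its lists were chosen, so these lists cannot serve as an independent test of enrichment. Since no gene passed between hispidulin+AB and DMSO+AB, the 113 genes of smallest p were taken, 58 higher and 55 lower with hispidulin. They held 1 of the 11 fatty acid oxidation genes and 0 members of the other 13 sets, and 0 sets had an adjusted p under 0.05. With the replicate number as a block, 2 sets passed. Among the genes that passed between DMSO+AB and DMSO+Sham, 5 sets were over-represented. These were ECM organization with 12 of 16 genes (adjusted p = 7.62e-12 from Fisher's exact test), fatty acid oxidation with 7 of 11 (adjusted p = 1.3e-06), collagens with 9 of 20 (adjusted p = 1.3e-06), glucose metabolism with 4 of 9 (adjusted p = 0.00261) and hypertrophic cardiomyopathy with 5 of 16 (adjusted p = 0.00286). The 5 sets became 0 with the animal number series as a covariate and 0 with only the libraries compared. The count was 7 with library weights and with the replicate block. Among the 113 genes of smallest p between hispidulin+Sham and DMSO+Sham, 0 sets were over-represented.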

Gene ontology and cluster analysis indicated that alternated genes were enriched in fatty acid oxidation, glucose metabolism, tricarboxylic acid (TCA) cycle, oxidative phosphorylation, hypertrophic cardiomyopathy, ECM organism, oxidative stress and unfolded protein binding. 

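The mean FPKM of Myh6, which encodes alpha myosin heavy chain, was 4662 ± 716 (SD, n = 3 mice) in DMSO+Sham, 3595 ± 700 in DMSO+AB and 4177 ± 247 in hispidulin+AB. Its log2 fold change was -0.38 under AB (adjusted p = 0.215 from limma) and 0.23 with hispidulin after AB (standard error 0.16). Acta2, which encodes smooth muscle actin, had a mean FPKM of 48.9 ± 31.8 in DMSO+Sham, 46.0 ± 12.1 in DMSO+AB and 65.2 ± 13.7 in hispidulin+AB. Its log2 fold change was 0.10 under AB (adjusted p = 0.937) and 0.51 with hispidulin after AB (standard error 0.54). The sign of the Acta2 change under AB depended on the mice and weights used. The change ran from -0.72 with library weights to 0.67 in another alternative. The fibrosis genes Mmp2 and Col3a1, which encode a matrix metalloproteinase and a collagen chain, rose under AB. Mmp2 had a mean FPKM of 17.1 ± 8.46 in DMSO+Sham, 53.4 ± 25.3 in DMSO+AB and 32.5 ± 9.46 in hispidulin+AB. Its log2 fold change was 1.54 under AB (adjusted p = 0.0416) and -0.60 with hispidulin after AB (standard error 0.39). The Mmp2 change under AB passed in 9 of 16 alternatives, with an adjusted p from 0.00396 to 0.203. Col3a1 had a mean FPKM of 20.3 ± 19.4, 74.0 ± 37.2 and 48.2 ± 22.0 in the same groups. Its log2 fold change was 2.04 under AB (adjusted p = 0.0665) and -0.54 with hispidulin after AB (standard error 0.58), and under AB its adjusted p ran from 0.00803 to 0.231 over the alternatives. Between hispidulin+AB and DMSO+AB the adjusted p was 0.996 for each of these 4 genes, and the mice of both groups overlapped in each. With a replicate left out, this change ran from 0.07 to 0.36 for Myh6 and from 0.27 to 0.68 for Acta2. For Mmp2 it ran from -1.08 to -0.33, and for Col3a1 from -1.06 to -0.23. The two-sided exact permutation p was 0.2 for Myh6, 0.3 for Acta2, 0.3 for Mmp2 and 0.4 for Col3a1, where 3 mice against 3 cannot give less than 0.1.

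**Figure D1:**
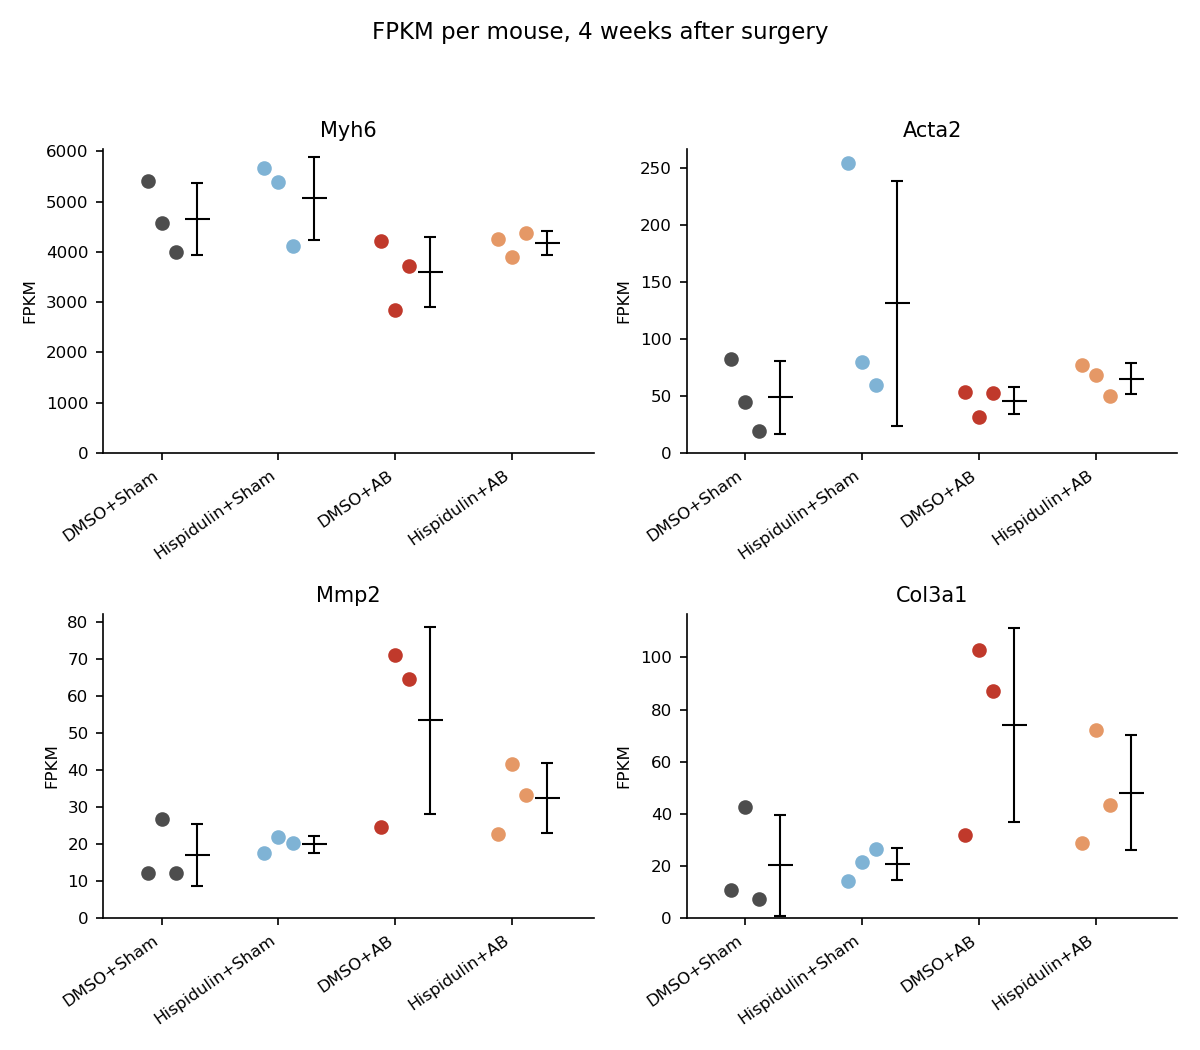
FPKM of Myh6, Acta2, Mmp2 and Col3a1 in each mouse (points) by group, with the mean and SD of 3 mice beside the points. For Mmp2 and Col3a1 the first DMSO+AB mouse lies below the other DMSO+AB mice, and hispidulin+AB mice lie within or near the range of that group.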

Genes involved in hypertrophic cardiomyopathy such as Myh6 and Acta2, cardiac fibrosis such as Mmp2 and Col3a1, were all highly up-regulated by AB surgery, and hispidulin treatment significantly down-regulated these genes. Fatty acid oxidation (Acadm, Etfdh, Acadl, Acadvl, Eci1, Hadh, Phyh, Acaa2, Hadha, Hadhb, Cd36), glucose metabolism (Dld, Pdha1, Pgam1, Pgam2, Acss1, Ldhb, Fh1, Slc2a4, Aldh6a1), TCA cycle (Aco2, Dld, Fh1, Ogdh, Sucla2, Sdha, Idh3b, Idh2) were up-regulated by hispidulin in cardiac hypertrophy. 

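The 11 fatty acid oxidation genes were on average lower under AB (mean log2 fold change -0.50, adjusted p = 0.00521 from limma's fry, a rotation test on a set of genes) and higher in hispidulin+AB than in DMSO+AB (0.25, adjusted p = 0.246). All 11 were higher with hispidulin, from 0.14 for Acadl to 0.40 for Acaa2, and 3 had an unadjusted p under 0.05. The 9 glucose metabolism genes changed on average by -0.28 under AB (adjusted p = 0.00521) and by 0.11 with hispidulin after AB (adjusted p = 0.246). With hispidulin, 7 of them were higher, up to 0.37 for Aldh6a1, while Pgam1 (-0.39) and Pgam2 (-0.17) were lower. The 8 TCA cycle genes changed on average by -0.36 under AB (adjusted p = 0.00788) and by 0.18 with hispidulin after AB (adjusted p = 0.246), from 0.06 for Ogdh to 0.32 for Sdha. The sign for Ogdh changed when the second DMSO+AB mouse was left out (-0.04). With the adjustment taken over each list alone, 0 genes of the 3 lists passed between hispidulin+AB and DMSO+AB. Two-sided exact permutation tests on each mouse's mean over the list, hispidulin+AB against DMSO+AB, gave p = 0.2 for fatty acid oxidation and p = 0.3 for glucose metabolism and for the TCA cycle. The test that moved the fatty acid oxidation result most was limma's camera, which compares a list with all other genes and gave an adjusted p of 4.87e-09. As run here, camera assumed a small fixed correlation between genes. Where the genes of a list move together across mice, its p can be too small, so this value does not show a drug effect. Without the first DMSO+AB mouse, the mean change of this list with hispidulin was 0.38 and passed in fry (adjusted p = 0.00239), and the adjusted p reached 0.572 in another alternative. Within the animal number series that held 2 mice of each of both groups it was 0.17, and within the series that held 1 mouse of each it was 0.41.

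**Figure D2:**
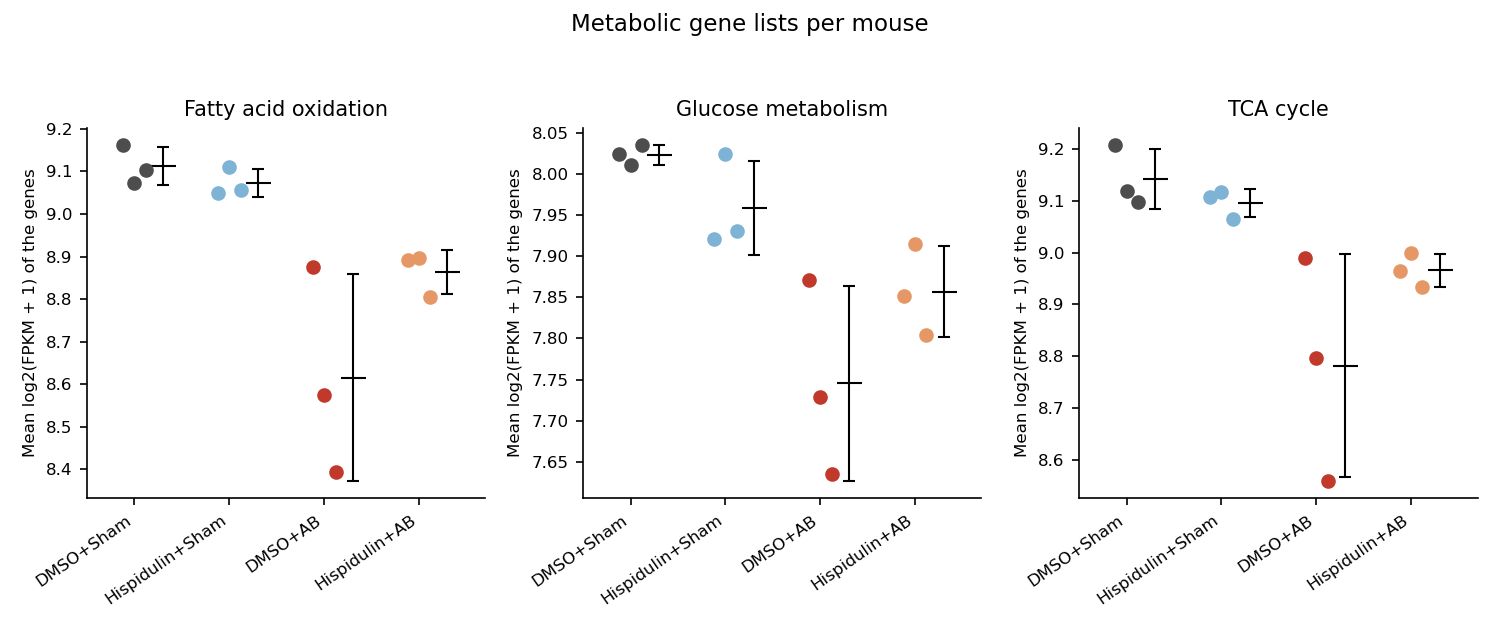
Mean log2(FPKM + 1) over the genes of the fatty acid oxidation, glucose metabolism and TCA cycle lists in each mouse (points) by group, with the mean and SD of 3 mice. The DMSO+AB mice spread more than the hispidulin+AB mice, with SDs of 0.24 and 0.05 for fatty acid oxidation.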

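Genes were collected by the pattern of their symbols, so that membership did not depend on their changes between groups. Members were not checked against a list of known subunits, and complex I also took in the paralogue Ndufa4l2. Genes below the FPKM filter were left out, which kept 39 of 40 for complex I. The 17 ATP synthase genes changed on average by -0.15 on the log2 scale under AB (adjusted p = 0.068 from limma's fry), and 14 of them were lower. The 39 complex I genes changed by -0.09 (adjusted p = 0.278), with 30 lower, and the 4 complex II genes by -0.26 (adjusted p = 0.0218), with 3 lower. In complex II the largest fall was in Sdha (-0.67), also on the paper's TCA cycle list, while Sdhd changed by 0.05. The median of its genes was -0.21. Between hispidulin+AB and DMSO+AB, ATP synthase changed by 0.11 (adjusted p = 0.329), with 15 of 17 genes higher. Complex I changed by 0.07 (adjusted p = 0.381), with 31 of 39 higher, and complex II by 0.09 (adjusted p = 0.395), with 3 of 4 higher. For complex II the median was 0.02, and Sdha rose most, by 0.32. In this comparison 0 of these genes passed an adjusted p of 0.05, and 1, Sdha, had an unadjusted p under 0.05. Two-sided exact permutation tests on each mouse's mean over the subunits gave p = 0.3 for ATP synthase, p = 0.4 for complex I and p = 0.2 for complex II. Under camera, the adjusted p with hispidulin after AB was 0.000108 for ATP synthase and 0.00043 for complex I. As said above, the p of camera can be too small where genes move together across mice. Within the animal number series with 2 mice in each group, complex I was higher with hispidulin by 0.13, and in the series with 1 mouse in each the difference was -0.05. In the same order the differences were 0.14 and 0.04 for ATP synthase, and 0.12 and 0.02 for complex II. Between DMSO+AB and DMSO+Sham, complex I differed by 0.02 in the series with 2 mice against 1. It differed by -0.17 in the series with 1 mouse against 1. In that order the differences under AB were -0.06 and -0.26 for ATP synthase, and -0.09 and -0.39 for complex II. The only DMSO+Sham mouse in the series with 2 mice against 1 was the third, which stood out most in its group. Its complex I mean was 8.68, against 8.81 and 8.85 in the other DMSO+Sham mice. It was also the lowest of its group for ATP synthase and complex II, so the small differences in that series rest on this mouse. Subunits encoded in the mitochondrial genome were not listed in the table.

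**Figure D3:**
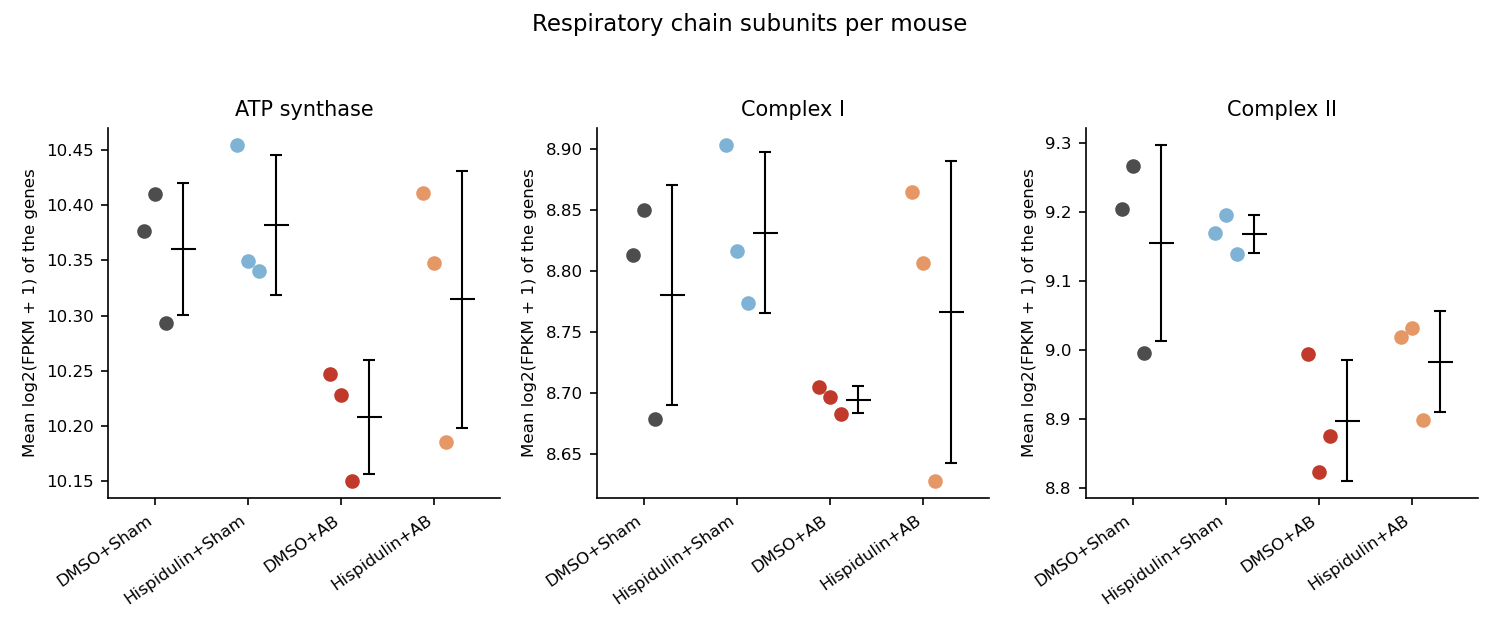
Mean log2(FPKM + 1) over the ATP synthase, complex I and complex II subunits in each mouse (points) by group, with the mean and SD of 3 mice. The third hispidulin+AB mouse, at 8.63 for complex I, lies below the DMSO+AB mice.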

Besides, pressure overload suppressed the expression of subunits of ATP synthase enzyme, complex I, and complex II, while hispidulin treatment significantly restored the mRNA expressions of these subunits, which indicated that hispidulin improved the capacity of mitochondrial oxidative phosphorylation. Corresponding quantitative PCR results were showed in Figures 4A–O. Hispidulin significantly up-regulated the expression of Atp5j1, Usmg5, Atp5b, Atp5a, Ndufa3 after AB surgery. Hispidulin also upregulated the expression of Atp5o, Atp5f1, Atp2a2, Uqcrb, Ndufa1, Ndufa5, Ndufa4, Ndufs1 after AB surgery slightly, but the alternation was insignificant.

**Figure 3:**
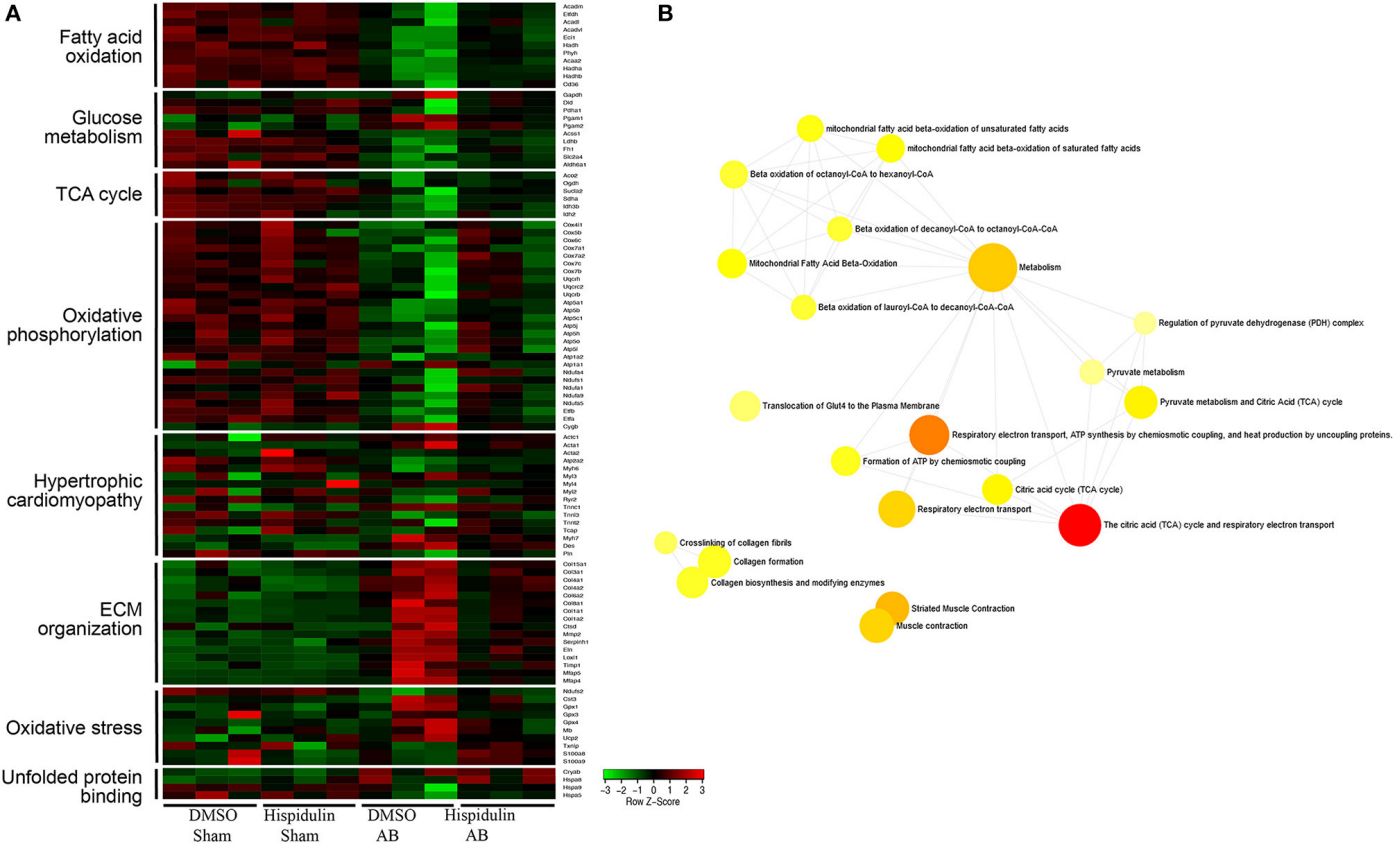
RNA-sequencing analysis was conducted on mouse hearts 4 weeks after surgery. **(A)** A heat map representing the expression of genes involved in fatty acid oxidation, glucose metabolism, TCA cycle, oxidative phosphorylation, hypertrophic cardiomyopathy, ECM organism, oxidative stress, and unfolded protein binding in each group (*n* = 3). Expression levels are showed as a color code ranging from green (low expression) to red (high expression). **(B)** Gene ontology analysis was performed of DMSO+AB and Hispidulin+AB (*n* = 3).

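Of the 100 genes drawn in the heat map, 65 were higher and 35 lower in hispidulin+AB than in DMSO+AB, and 7 had an unadjusted p under 0.05. With adjustment over these genes alone, 0 passed, and 0 passed with adjustment over all genes tested. Between DMSO+AB and DMSO+Sham, 33 passed over all genes tested and 65 over the heat map genes alone. The 27 oxidative phosphorylation genes changed on average by -0.24 on the log2 scale under AB (adjusted p = 0.0142 from fry) and by 0.16 with hispidulin after AB (adjusted p = 0.246), with 25 higher. The 16 ECM genes rose by 1.61 under AB and changed by -0.59 with hispidulin after AB (adjusted p = 0.27), and each of them was lower with hispidulin, from -1.04 for Mfap4 to -0.17 for Ctsd. Under AB the 16 hypertrophic cardiomyopathy genes changed by 0.29 (adjusted p = 0.771), with 8 higher, 8 lower and a median of 0.02. The largest rise was 4.12, in Acta1. With hispidulin after AB the 16 genes changed by 0.05 (adjusted p = 0.381), with 9 higher and 7 lower. Without the first DMSO+AB mouse this last mean was -0.04. The 10 oxidative stress genes changed by 0.19 with hispidulin after AB (adjusted p = 0.949), and 6 of them were lower; S100a8 rose by 1.39. The 4 genes for unfolded protein binding changed by 0.15 (adjusted p = 0.381). Exact permutation p-values, two-sided, for the mean over the list were 0.2 for oxidative phosphorylation, 0.3 for ECM and 0.1, the smallest possible, for oxidative stress. From the lower expression of respiratory subunits under AB and their recovery with hispidulin, the paper reads a sign that the drug improved the capacity for oxidative phosphorylation.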

**Figure 4:**
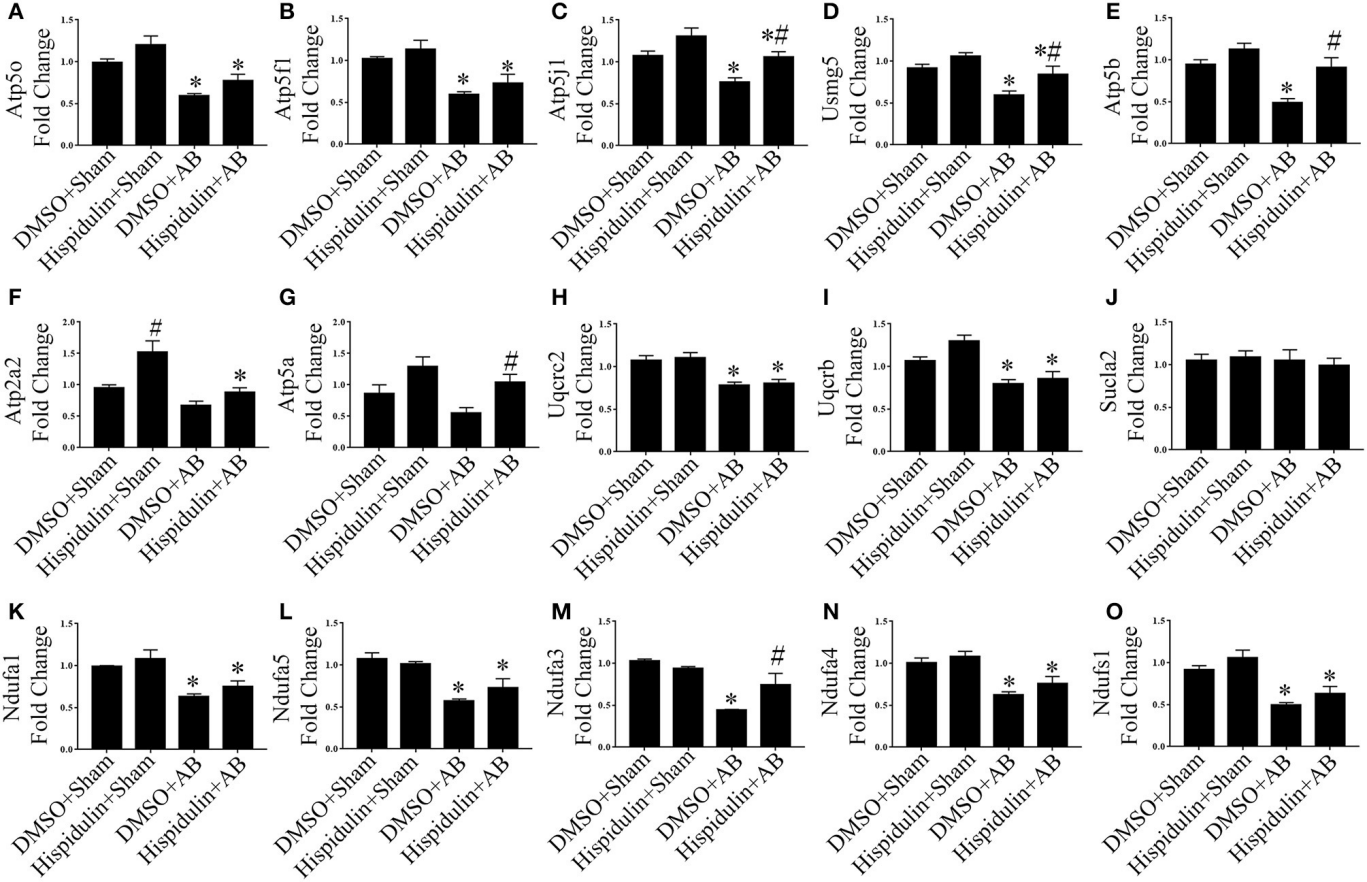
Hispidulin restored mitochondrial oxidative phosphorylation in mice. **(A–O)** Relative gene expression levels of oxidative phosphorylation complex subunits including Atp5o **(A)**, Atp5f1 **(B)**, Atp5j1 **(C)**, Usmg5 **(D)**, Atp5b **(E)**, Atp2a2 **(F)**, Atp5a **(G)**, Uqucrc2 **(H)**, Uqucrb **(I)**, Sucla2 **(J)**, Ndufa1 **(K)**, Ndufa5 **(L)**, Ndufa3 **(M)**, Ndufa4 **(N)**, and Ndufs1 **(O)** were determined by qPCR (*n* = 3–4). Data are expressed as the mean ± SE. Significance of the difference between DMSO+Sham and DMSO+AB or between Hispidulin+Sham and Hispidulin+AB: ^*^p < 0.05; significance of the difference between DMSO+Sham and Hispidulin+Sham or between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05 (n represents the number of independent experiments).

### Hispidulin Maintained Mitochondrial Function Both *in vivo* and *in vitro*

The mitochondrion is the main organelle responsible for ATP synthesis and anti-oxidant defense. Dysfunctional mitochondria, which manifest with structural abnormalities, reduced ATP synthesis, and increased ROS damage, play an essential role in the development of cardiac hypertrophy. As shown in Figure 5, structurally abnormal mitochondria were found in hypertrophic mouse hearts 4 weeks after AB surgery, which manifested a reduced aspect ratio and smaller mitochondrial area (Figures 5A–C). In contrast, hispidulin treatment preserved the mitochondrial structure, with an unchanged mitochondrial aspect ratio and a mitochondrial area similar to the sham group. Besides, by evaluating ATP concentration in mouse hearts and cardiomyocytes (Figures 5D, 6A), we found that hispidulin significantly improved the impaired ATP levels resulting from AB and PE, thus indicating that hispidulin rescued mitochondrial ATP synthesis capacity in cardiac hypertrophy. Then, mitochondrial oxygen consumption rates (OCRs) were determined to evaluate the mitochondrial respiratory function of cardiomyocytes. Under normal condition, hispidulin treatment significantly improved mito-OCR, ATP-linked OCR and the mitochondrial reserve capacity. After PE treatment, mito-OCR, ATP-linked OCR were increased, but mitochondrial reserve capacity was significantly decreased. Meanwhile, hispidulin further improved mitochondrial reserve capacity under PE treatment (Figures 6B–E). Thus, it suggested that hispidulin could protect mitochondrial respiratory function in the process of cardiomyocyte hypertrophy. Moreover, mitochondrial dysfunction leads to excessive oxidative damage. To determine the ROS levels *in vivo* and *in vitro*, DHE staining was conducted to evaluate the level of ROS in mouse hearts, while DCF-DA and Mitosox-red staining were used to measure cellular and mitochondrial ROS in cardiomyocytes, respectively. We found that hispidulin reduced the cellular and mitochondrial ROS induced by AB and PE treatment (Figures 6F–L). Additionally, hispidulin significantly upregulate the mRNA expression of antioxidant enzymes, including superoxide dismutase 1 (SOD1), manganese-containing superoxide dismutase (MnSOD) and catalase (CAT) under both PE and AB treatment, and the expression of Peroxiredoxin-3(Prx-3) were barely altered, indicating that hispidulin suppressed mitochondrial and cellular oxidative stress (Figures 6M–T). Considering PPARγ coactivator-1 family of transcriptional coactivator-1α (PGC-1α) serves as a key regulator in mitochondria, the expression of PGC-1α protein was evaluated in mice 1 week and 4 weeks after surgery. As shown in Figures 6U–X, hispidulin significantly increased the expression of PGC-1α protein both in 1 week and 4 weeks after AB surgery, with mildly alternation in sham group. According to the above results, we speculated that hispidulin could improve mitochondrial dysfunction in cardiac hypertrophy.

**Figure 5:**
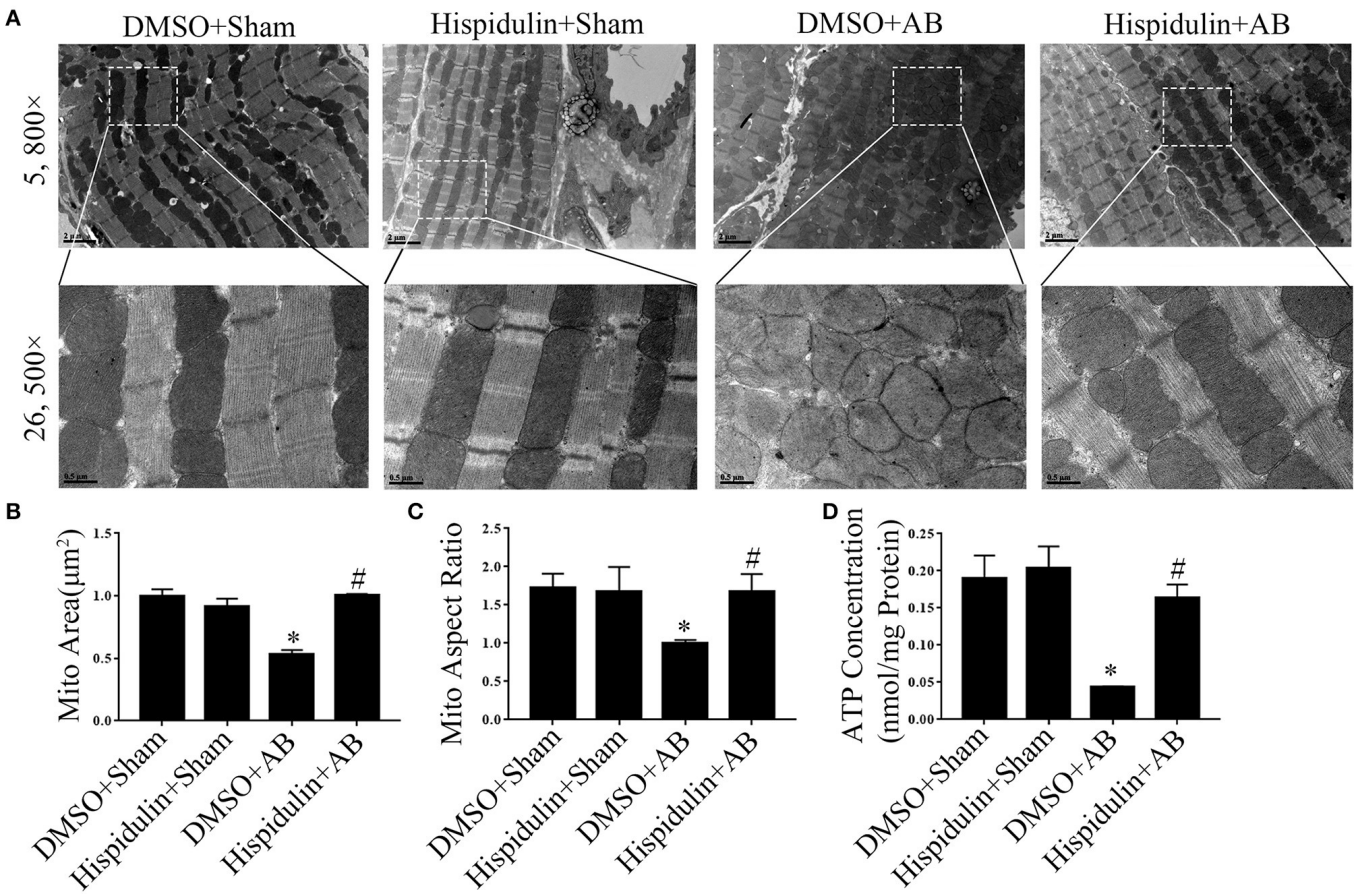
Hispidulin maintained mitochondrial ATP production and structural normality in mice. **(A)** Transmission electron microscopy was used for ultrastructural detection of mouse heart sections in each group. Scale bar reflects 0.5 μm (5800×) and 2 μm (26500×). **(B,C)** Quantification of individual mitochondrial areas and aspect ratios. Five images of each heart were evaluated (*n* = 3). **(D)** ATP concentrations in heart tissues were measured by a bioluminescence assay immediately after the hearts were harvested (*n* = 3). Data are expressed as the mean ± SE. Significance of the difference between DMSO+Sham and DMSO+AB: ^*^p < 0.05; significance of the difference between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05 (n represents the number of independent experiments).

**Figure 6:**
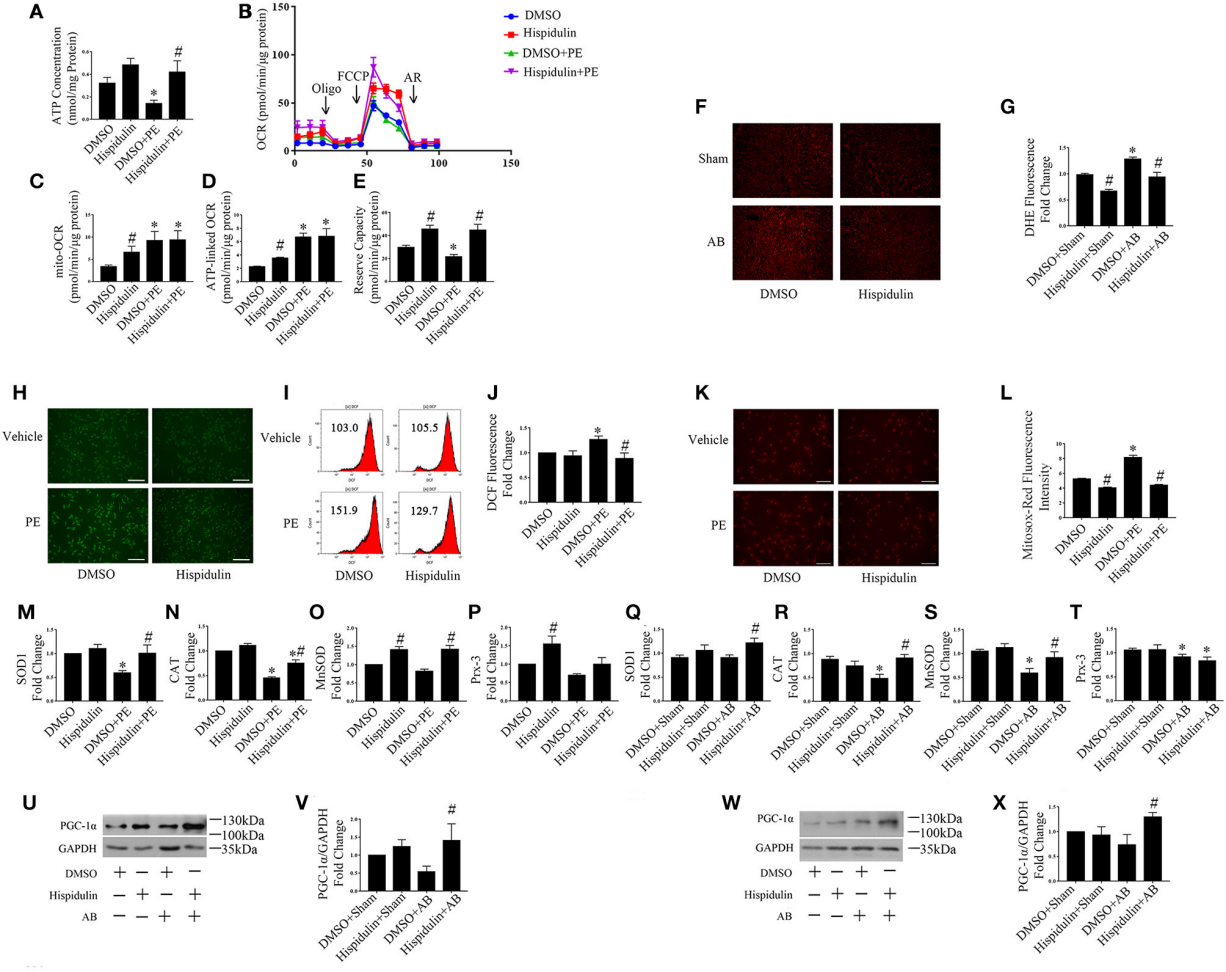
Hispidulin improved mitochondrial dysfunction. **(A)** ATP concentration in cardiomyocytes was measured by a bioluminescence assay (*n* = 3). **(B)** Mitochondrial respiration in cardiomyocytes was measured using a Seahorse XFe 24 analyzer (*n* = 3). Quantification analysis of mito-OCR **(C)**, ATP-linked OCR **(D)**, and reserve capacity **(E)** in each group (*n* = 3). Significance of the difference between DMSO and DMSO+PE or between Hispidulin and Hispidulin+PE: ^*^p < 0.05; significance of the difference between DMSO and Hispidulin or between DMSO+PE and Hispidulin+PE: ^#^*p* < 0.05. **(F)** Representative images of DHE-stained heart frozen sections. **(G)** Fluorescence intensity was measured by ImageJ software (*n* = 3). Significance of the difference between DMSO+Sham and DMSO+AB: ^*^p < 0.05; significance of the difference between DMSO+Sham and Hispidulin+Sham or between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05. **(H)** Representative images of DCF-DA-stained cardiomyocytes. Scale bar reflects 200 μm. **(I,J)** Fluorescence intensity was measured by flow cytometry (*n* = 4). **(K)** Mitosox-Red staining was performed to estimate the mitochondrial ROS levels in cardiomyocytes. **(L)** Representative images of Mitosox-Red-stained cardiomyocytes. Scale bar reflects 100 μm. Fluorescence intensity was measured using ImageJ software (*n* = 3). **(M–P)** The expression levels of antioxidant genes SOD1 **(M)**, CAT **(N)**, MnSOD **(O)**, Prx-3 **(P)** in cardiomyocytes were measured by qPCR. GAPDH was used as an internal control (*n* = 3–6). Data are expressed as the mean ± SE. Significance of the difference between DMSO and DMSO+PE or between Hispidulin and Hispidulin+PE: ^*^p < 0.05; significance of the difference between DMSO and Hispidulin or between DMSO+PE and Hispidulin+PE: ^#^*p* < 0.05. **(Q–T)** The expression levels of antioxidant genes SOD1 **(Q)**, CAT **(R)**, MnSOD **(S)**, Prx-3(T) in mouse hearts were measured by qPCR. GAPDH was used as an internal control (*n* = 3–6). **(U)** Representative immunoblots of the effects of hispidulin on the expression of PGC-1α in mice 1 week after surgery. **(V)** Quantitative analysis of PGC-1α and GAPDH expression *in vivo* (*n* = 5). **(W)** Representative immunoblots of the effects of hispidulin on the expression of PGC-1α in mice 4 weeks after surgery. **(X)** Quantitative analysis of PGC-1α and GAPDH expression *in vivo* (*n* = 4). Data are expressed as the mean±SE. Significance of the difference between DMSO+Sham and DMSO+AB or between Hispidulin+Sham and Hispidulin+AB: ^*^p < 0.05; significance of the difference between DMSO+Sham and Hispidulin+Sham or between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05 (n represents the number of independent experiments).

### Hispidulin Restored Mitochondrial Fusion and Fission in the Heart

Considering mitochondrial dynamics are pivotal for mitochondrial function, we examined several mitochondrial fusion-related genes, including optic atrophy 1 (Opa1), mitofusin 1 (Mfn1) and mitofusin 2 (Mfn2), as well as fission-related genes including Dynamin-related protein1 (Drp1), Mitochondrial fission protein 1 (Fis1), Mitochondrial fission factor (Mff) *in vitro*. As shown in Supplementary Figures 1A,B, hispidulin rescued PE-impaired mitochondrial fusion and fission, with elevated levels of Mfn1, Mfn2, Opa1, Fis1, Drp1, and Mff. Similar to the findings *in vivo*, hispidulin significantly improved the protein expression of Opa1, Mfn2, and translocase of outer mitochondrial membrane 20 (Tom20) in hypertrophic hearts. Hence, our results demonstrated that hispidulin could improve the level of mitochondrial dynamics both *in vivo* and *in vitro*.

### Hispidulin Activated Sirt1 and Exert Its Cardio-Protective Effect

Sirt1 is a potent regulator of mitochondrial function, and previous studies have demonstrated that Sirt1 regulates mitochondrial function by modulating PGC-1α (17, 18). We speculated that Sirt1 might be a downstream target of hispidulin, and the alternation of Sirt1 protein was detected in mice in 1 week and 4 weeks post-operatively. As shown in Figures 7A–D, hispidulin elevated the protein expression of Sirt1 in both 1 week and 4 weeks after AB surgery, compared with mice in the DMSO group. Besides, we investigated the expression of Sirt1 on adult mouse cardiomyocytes treated with DMSO or hispidulin. We found that hispidulin increased the Sirt1 expression up to 3.53 fold under basal condition (Figures 7E,F). Intending to clarify the role of Sirt1 as a downstream target of hispidulin, our experiment blocked Sirt1 pharmacologically in mice. EX527, Sirt1-specific inhibitor, was injected intraperitoneally 1 day before surgery through 4 weeks after surgery. As Figure 8 shows, the cardioprotective effects of hispidulin were mostly abolished by injection of EX527, as evidenced by more pronounced elevation of HW/BW and HW/TL, increased cross-sectional area of cardiomyocytes, and upregulation of hypertrophic biomarker ANP in the hearts of mice that received EX527, compared with those that received hispidulin treatment alone after pressure overload (Figures 8A,B,I and Table 2). Echocardiography illustrated that the hearts which received EX527 injection had more severe hypertrophic morphology and cardiac dysfunction, manifesting elevated LVPWD, LVEDD, and LVESD as well as decreased FS% and EF% than the hearts that merely received hispidulin treatment after AB (Figures 8C–H). Besides, the expression of mitochondrial oxidative phosphorylation complex subunits was also evaluated. Although Ndufa5 expression was unaltered, the expression levels of Atp5o, Atp5b, Usmg5, Atp5j1, Ndufa3 were decreased by EX527, which consequently revealed that EX527 blocked the mitochondrial protective effect of hispidulin (Figures 8J–O). Thus, our findings suggest that Sirt1 might be a downstream effector of hispidulin in regulating cardiac hypertrophy.

**Figure 7:**
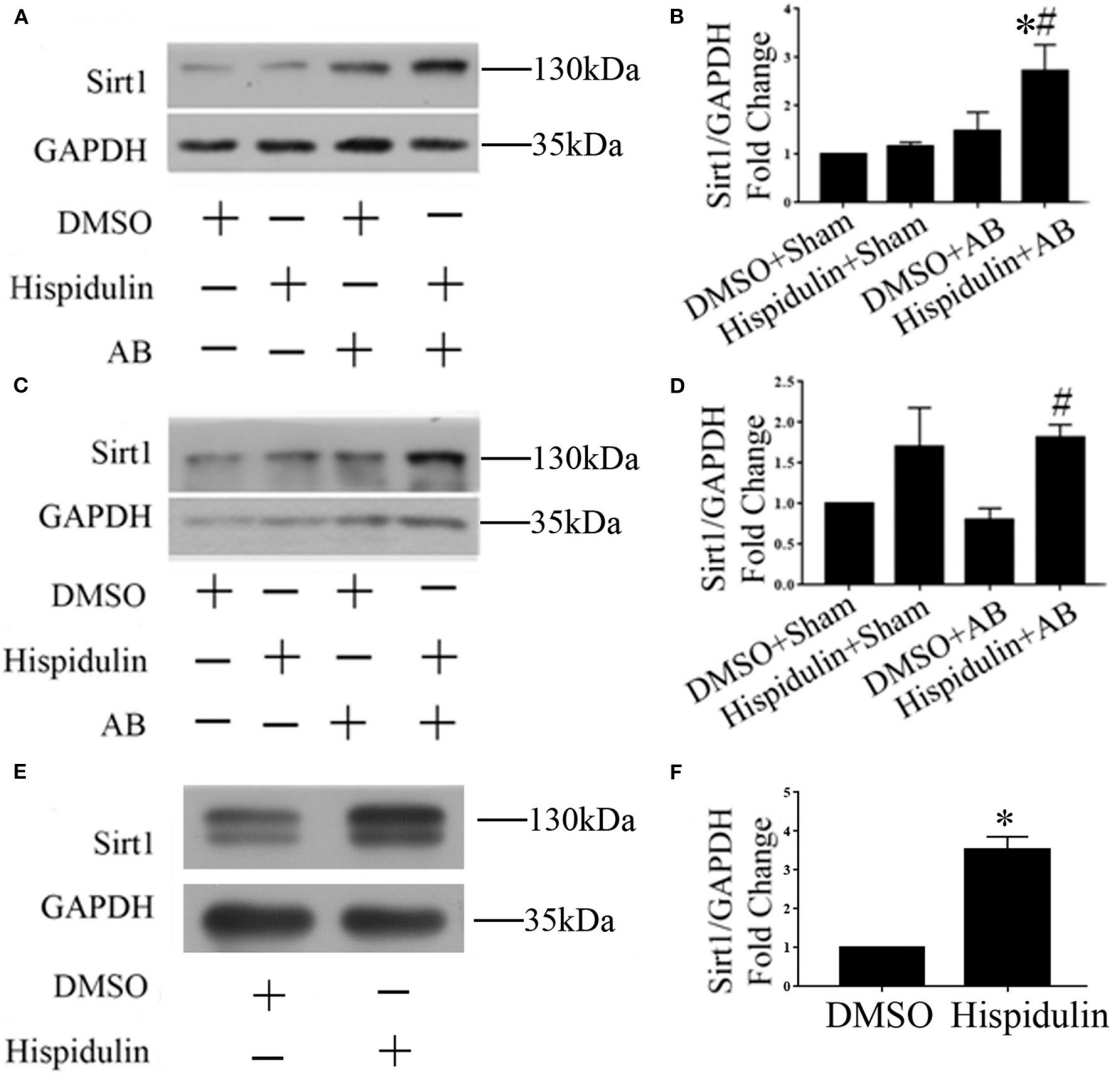
Hispidulin promoted Sirt1 expression in mouse hearts. **(A)** Representative immunoblots of the effects of hispidulin on the expression of Sirt1 in mice 1 week after surgery. **(B)** Quantitative analysis of Sirt1 and GAPDH expression *in vivo* (*n*=3). **(C)** Representative immunoblots of the effects of hispidulin on the expression of Sirt1 in mice 4 weeks after surgery. **(D)** Quantitative analysis of Sirt1 and GAPDH expression *in vivo* (*n* = 5). Data are expressed as the mean ± SE. Significance of the difference between Hispidulin+Sham and Hispidulin+AB: ^*^p < 0.05; significance of the difference between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05. **(E)** Representative immunoblots of the effects of hispidulin on the expression of Sirt1 in isolated adult mouse cardiomyocytes 24 h after hispidulin treatment. **(F)** Quantitative analysis of Sirt1 and GAPDH expression *in vitro* (*n* = 3). Data are expressed as the mean ± SE. Significance of the difference between DMSO and Hispidulin: ^*^p < 0.05 (n represents the number of independent experiments).

**Figure 8:**
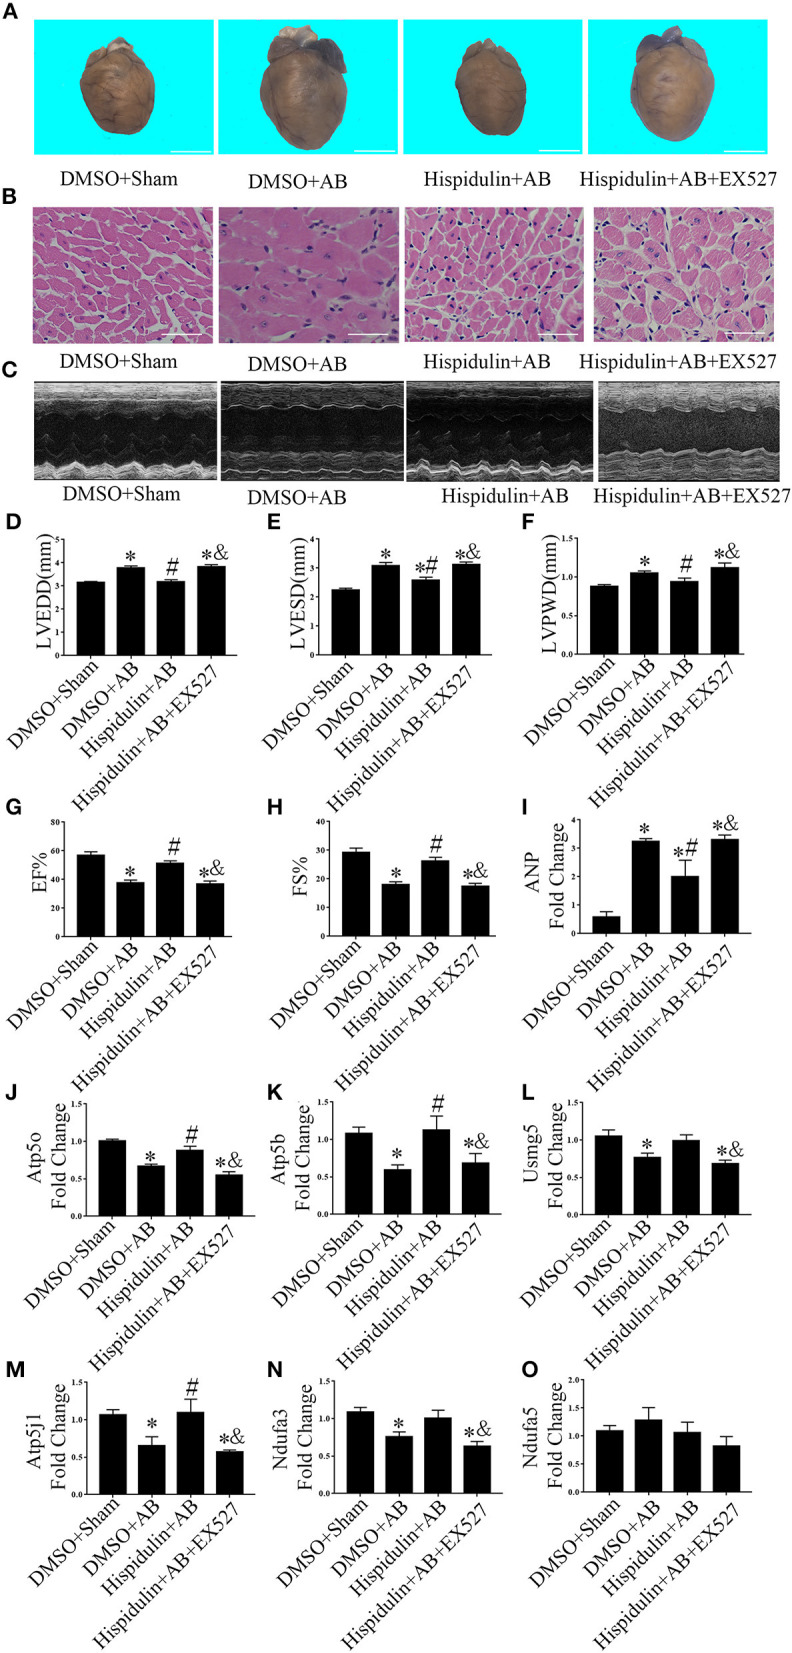
EX527 blocked the cardioprotective effects of hispidulin on mice. EX527 were injected intraperitoneally 1 day before surgery through 4 weeks after surgery. **(A)** Images of hearts harvested 4 weeks after surgery. The scale bar refers to 2 mm. **(B)** H&E staining of heart paraffin sections 4 weeks after surgery. Scale bar refers to 50 μm. **(C)** Echocardiographic images of the hearts in each group. **(D–H)** Histograms of LVEDD **(D)**, LEVSD **(E)**, LVPWD **(F)**, EF% **(G)** and FS% **(H)** (*n* = 5–16). **(I)** The mRNA expression of ANP was detected by qPCR. GAPDH was used as an internal control (*n* = 4). **(J–O)** The mRNA expressions of ETC complex subunits including Atp5o **(J)**, Atp5b **(K)**, Usmg5 **(L)**, Atp5j1 **(M)**, Ndufa3 **(N)** and Ndufa5 **(O)** were detected by qPCR. GAPDH was used as an internal control (*n* = 4). Data are expressed as the mean ± SE. Significance of the difference between DMSO+Sham and other 3 groups, respectively: ^*^p < 0.05; significance of the difference between DMSO+AB and Hispidulin+AB: ^#^*p* < 0.05; significance of the difference between Hispidulin+AB and Hispidulin+AB+EX527: ^&^*p* < 0.05 (n represents the number of independent experiments).

In addition, AMPK has been reported to regulate the activation of Sirt1 and its downstream targets, such as PGC-1α to maintain mitochondrial energy production capacity (19), we also evaluated the expression level of AMPK in our present study. As shown in Supplementary Figure 2, hispidulin increased the phosphorylation level of AMPK after AB surgery 1 week after surgery, but the alternation became insignificant in 4 weeks after surgery. To verify the influence of hispidulin on the activation of AMPK, we detected the expression of AMPK on adult mouse cardiomyocytes treated with the DMSO or hispidulin for 24 h. Results showed that hispidulin increased phospho-AMPK up to 4.26 fold compared with the DMSO group. The above results suggested that Sirt1 is at least partly involved in the regulation of hispidulin on cardiac hypertrophy, and AMPK could be a potential upstream of it.

## Discussion

Mitochondrial dysfunction, including energy depletion and mitochondrial oxidative stress, as well as reduced mitochondrial dynamics and structural abnormalities, contributes to the development of cardiac hypertrophy. In this study, we initially demonstrated that hispidulin alleviated pressure overload and PE-induced cardiac hypertrophy. Hispidulin prevents mitochondria from dysfunction and oxidative damage in response to hypertrophy stimuli, which include maintaining mitochondrial respiratory function and ATP synthesis capability, promoting gene expression of ETC complexes and energy transduction systems, and renormalized mitochondrial morphology. Meanwhile, we discovered that Sirt1 blockage diminished the protective effect of hispidulin on cardiac hypertrophy, which indicated that Sirt1 might interact with hispidulin correspondingly in regulating cardiac hypertrophy.

Hispidulin, a natural flavonoid compound, can penetrate the cell membrane to achieve various biological functions due to its hydrophobicity. An increasing number of studies have shown that hispidulin has antioncogenic, antioxidative, antiapoptotic, antithrombotic, and antiproliferative effects (12, 20–22). Hispidulin reduces UV-mediated oxidative damage by activating Nrf2 (12). Wu et al. found that hispidulin regulates lipid metabolism by directly activating PPARα (10). In addition, hispidulin activates PPARγ through the activation of AMPK and ERK signaling pathways to inhibit hepatocellular carcinoma growth and metastasis both *in vitro* and *in vivo* (11). Benefit from the features of hispidulin mentioned above, we hypothesized that hispidulin might play a protective role against cardiac hypertrophy. With pressure overload and PE-induced cardiac hypertrophic model, we found that hispidulin could significantly attenuate the thickness and dilation of the left ventricle, fetal gene re-expression, pulmonary edema, and improve cardiac function. Furthermore, an *in vitro* study confirmed that hispidulin inhibited PE-induced cardiomyocyte hypertrophy. Those findings suggested that hispidulin functions as an effective agent protecting against cardiac hypertrophy and dysfunction. However, we found that hispidulin slightly reduced cell viability of cardiomyocytes under physiological conditions. Previous studies have found that hispidulin induced a sharply decrease of cell viability in tumor cells by inducing apoptosis while hispidulin could also protect neural cells against bupivacaine-induced injury by its anti-apoptosis effect (13, 22). The two-sided pharmacological property of hispidulin might partly result from this observation.

In the development of cardiac hypertrophy, insufficient energy aggravates cardiac dysfunction. The mitochondrion is the vital organelle for energy production, and its function is impaired in hypertrophic hearts (23). In rat with cardiac systolic dysfunction induced by aortic constriction, limited mitochondrial respiratory function, smaller mitochondrial size, reduced mitochondrial volume density, and decreased levels of ETC proteins were observed (24). Evidence has revealed that there is a significant association between mitochondrial dysfunction and heart failure (25). Improving mitochondrial function could suppress the deterioration of cardiac function. A number of studies have evaluated the function of natural compounds on mitochondria. Caffeic acid ethanolamide suppresses mitochondrial bioenergetic impairment and oxidative stress in isoproterenol-induced cardiac hypertrophy (26). Honokiol treatment blocks and reverses cardiac hypertrophy by improving the mitochondrial oxygen consumption rate and reducing ROS synthesis in mice (27). Choline ameliorates cardiac hypertrophy by improving mitochondrial metabolic remodeling (28). In a diabetic cardiomyopathy mouse model, resveratrol improved cardiac function by improving mitochondrial biogenesis and function (29). In our present study, RNA-sequencing analysis revealed that hispidulin reversed the AB surgery induced decrease in the expression of mitochondrial oxidative phosphorylation complexes subunits. Meanwhile, transmission electron microscopy showed that structural abnormalities of mitochondria were undetectable after hispidulin treatment, indicating that the improvement of impaired mitochondria could be attributed to the protective effect of hispidulin against cardiac hypertrophy. Based on our present findings, the protective effects of hispidulin on mitochondria were explored in four aspects. First, hispidulin elevated mitochondrial metabolic genes including ETC complex subunits. Besides, hispidulin improved ATP concentration in hypertrophic cardiac tissues and cardiomyocytes and normalized mitochondrial structural disorder in mouse hearts. Those effects indicated hispidulin could maintain the mitochondrial energy production capacity. Second, hispidulin treatment significantly improved mitochondrial reserved respiratory capacity, which is defined as the ability of mitochondrion to increase its ATP production, no matter with or without PE treatment. Under physiological conditions, mitochondrial ATP production can fulfill the cellular energy demand, but when energy requirement increases, the mitochondrion is of necessity to increase its ATP synthesis capacity to ensure sufficient energy supply. Reduced mitochondrial reserve respiratory capacity will lead to insufficient energy supply to cells and cell death ultimately (30). Whereas, hispidulin could increase mitochondrial reserved respiratory capacity to ensure energy supply. Third, hispidulin reduced cellular and mitochondrial oxidative damage benefit from an elevation in the expressions of antioxidants (SOD1, catalase, and MnSOD) and a reduction of ROS emission from mitochondria, as shown by Mitosox-Red staining. Briefly, oxidative damage is characterized by excessive ROS generated from inefficient ETC and impaired antioxidative defense. In addition to improving ETC, hispidulin inhibits ROS damage by maintaining the function of the antioxidative enzymatic defense system in mitochondria. Last, the depression of mitochondrial dynamics was also rescued by hispidulin. Fusion and fission, as the bridge linking between mitochondrial biogenesis and mitophagy, are essential to maintain the function of mitochondria (31). Fusion facilitates mitochondrial DNA damage repair, and fission enables damaged mitochondrial components to separate from mitochondria and then undergo degradation (32, 33). Previous studies confirmed that specific deprivation of either fusion and fission related genes in the heart resulted in dilated cardiomyopathy and heart failure (34). Accordingly, the protection of hispidulin against cardiac hypertrophy and heart failure could result from the alleviation of mitochondrial function.

Sirtuins (Sirts) represent a highly evolutionarily conserved family of NAD-dependent deacetylases. Seven members of this family (Sirt1–7) have been identified (17). Sirt1, the most studied member of this family, is enriched in cardiomyocytes and maintains mitochondrial function under physical conditions and stress stimuli (35, 36). The deletion of Sirt1 in mice causes the development of dilated cardiomyopathy, and subsequently being more vulnerable to cardiac injury induced by ischemia/reperfusion (I/R). This phenomenon could be explained by a reduction of the transcription of antioxidative enzymes which include superoxide dismutase and catalase (37). The upregulation of Sirt1 induced by resveratrol protects the heart against isoproterenol-induced cardiac hypertrophy (29). Besides, Sirt1 has been proved to upregulate PPARs and PGC-1α activity, which modulate mitochondrial energy transduction, ATP synthesis, and biogenesis (36). In the present study, accompanied by an alleviated hypertrophic phenotype, hispidulin was able to upregulate Sirt1 expression in the presence of pressure overload-induced cardiac hypertrophy as well as in isolated adult mouse cardiomyocytes. Moreover, pharmacological inhibition of Sirt1 abolished most of the protective effects of hispidulin, represented as aggravated cardiac hypertrophy, impaired cardiac function, and reduced expression of ETC subunits. Those findings indicated that Sirt1 could be a downstream target of hispidulin. Finally, AMPK has been proven to be an upstream regulator of Sirt1 (19), meantime our findings demonstrated that hispidulin increased the level of AMPK phosphorylation. Hence, the protective effect of hispidulin might due to the upregulation of Sirt1 through activating AMPK.

## Limitations

The cardioprotective effect of hispidulin has been observed on AB- and PE-induced cardiac hypertrophy model. However, this study has potential limitations. First, the mechanism of reduced cell viability of hispidulin in cardiomyocytes under physiological conditions was still unclear. Besides, it has not been fully elucidated whether hispidulin exerts its effects via other targets except activating Sirt1. Finally, the exact mechanism of hispidulin regulating Sirt1 still needs to be further investigated.

## Conclusion

In summary, our study demonstrated that hispidulin prevents AB- and PE-induced pathological cardiac hypertrophy by maintaining mitochondrial function. Mechanically, Sirt1 could be the pivotal therapeutic target involved in the protection of hispidulin. These findings provide novel evidence that hispidulin might be a promising treatment for cardiac hypertrophy and heart failure.

## Data Availability Statement

The datasets generated for this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE154798.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee of ZSSOM on Laboratory Animal Care.

## Author Contributions

All authors contributed listed in this paper contributed to the study. YW and ZX performed the almost of experiments, analyzed the data, and wrote the manuscript. NJ, ZW, and RX designed the study and acquired data. BD, WF, and GD participated in the design the study and analyzed the data. CC, JL, and HC performed parts of experiments and acquired the data. ZY, RF, MC, and JZ performed parts of experiments and analyzed the data. YD and CL participate in the design the study and revised the manuscript. All authors read the final version of manuscript and approved.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

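Hearts of 12 mice were compared, 3 in each of the DMSO+Sham, hispidulin+Sham, DMSO+AB and hispidulin+AB groups, 4 weeks after surgery. Each mouse has 1 library, and groups were taken from the sample labels. The paper gives an age of 8 to 10 weeks at surgery, and the labels give 8 weeks at surgery and 12 weeks at harvest. The authors computed FPKM from single-end 50-base reads of a BGISEQ-500 and deposited them as 1 table, rounded to 0.01, with genes listed by NCBI Gene identifier. The paper's text does not name the aligner, genome build, annotation or test used. Read counts were not analysed here, so methods that need counts were not used. The steps between low values were examined, and 28.2% of the ratios lay within 0.1 of a whole number against 20% if evenly spread, so the depth could not be recovered from them.

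Symbols were found for 17947 of the 18079 genes (99.3%) in the RefSeq gene table. FPKM were used as deposited, with 1 added ahead of the log2 transform, in R 4.3.3 with limma 3.58.1. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, which left 11664. A model with 1 mean per group was fitted to all libraries (8 error degrees of freedom), and contrasts were tested with eBayes with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment. The comparisons were hispidulin+AB against DMSO+AB, DMSO+AB against DMSO+Sham, hispidulin+Sham against DMSO+Sham, hispidulin+AB against hispidulin+Sham, and the interaction of hispidulin and AB. For the paper's criteria, an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1 were required. The tests were run on simulated data with 200 changed genes among 11562, built with the spread of these libraries. There, 89% of genes changed by 1 and 99% of genes changed by 2 on the log2 scale were called. Of the 197 calls, 4.57% were unchanged genes, and a comparison without changed genes gave 0 calls. These rates may not hold for the real libraries, whose quality weights from limma ran from 0.328 to 2.76. Between DMSO+AB and DMSO+Sham, 154 of the 243 genes with an absolute log2 fold change of at least 1 passed. Col3a1, at 2.04, did not (adjusted p = 0.0665 from limma). The simulation therefore cannot show that a count of 0 genes means no change was missed.

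Gene sets were tested with limma's fry within each comparison and adjusted over the 14 sets. Beside it, an exact two-sided permutation test compared the mean log2(FPKM + 1) of each mouse over the set, for which 3 mice against 3 cannot give a p under 0.1. Sets were the lists printed in the paper's text or Fig. 3A and sets built from gene symbols. Overlap was tested with Fisher's exact test among genes with an adjusted p under 0.05 or, where fewer than 10 passed, among the 113 genes of smallest p. The symbols Atp5f1 and Usmg5 were read as Atp5pb and Atp5md. Genes named individually were those the paper names for RNA-seq, qPCR or immunoblots in hearts and, for 3 of the comparisons, up to 5 rising and 5 falling genes with the largest change among those that passed and whose groups did not overlap. Not every gene that met this rule is named.

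Replicate numbers in the labels belong to different animals and were tried as a block. Residuals of same-numbered and other libraries correlated by 0.0975 and -0.0498 in hispidulin+AB against DMSO+AB, by -0.0887 and 0.0432 in DMSO+AB against DMSO+Sham, by 0.229 and -0.113 in hispidulin+Sham against DMSO+Sham, and by 0.191 and -0.0946 in hispidulin+AB against hispidulin+Sham. Other alternatives were another value added ahead of the logarithm (0.1), no filter or an FPKM of at least 5, median-of-ratios scaling, quantile normalization, no trend, library weights, the series of the animal numbers as a covariate, only the libraries compared, camera in place of fry, and each replicate left out in turn. GC content and length came from the longest coding transcript of each gene in GENCODE, read with Python 3.11.15. No library was left out of the results reported.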

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

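The tests of atrial genes in this part were chosen after the result was seen, and the test of GC content and length was narrowed to the genes named here after its result was seen. Groups of 3 mice were too small for a formal test of outlying samples, although how far each library lay from its group was counted and is given under other observations. The interaction of hispidulin and AB, which passed in 0 genes at an adjusted p under 0.05 (289 at an unadjusted p under 0.05), gave no difference between groups to report.

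Among the genes with the largest rise under AB, the paper does not discuss Cilp and Thbs4. Their log2 fold changes between DMSO+AB and DMSO+Sham were 3.43 (adjusted p = 0.0224 from limma) and 3.41 (adjusted p = 0.0247), and all 3 DMSO+AB mice lay above all 3 DMSO+Sham mice for each gene. Across the alternatives the adjusted p ran from 0.000137 to 0.151 for Cilp and from 2.62e-06 to 0.173 for Thbs4. With the animal number series as a covariate the changes were 3.50 for Cilp and 3.38 for Thbs4, and neither passed an adjusted p of 0.05. After the dependence of fold changes on GC content and transcript length was removed, the smaller of both changes was 3.39. The sums of FPKM, and the share taken by the 10 highest genes, overlapped between both groups. Reads shared with related genes and a change in the mix of cell types were not tested for these genes, so the rise cannot be told apart from these. With hispidulin after AB the changes of Cilp and Thbs4 were -1.59 and -1.90, with an adjusted p of 0.996 each.

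Myl7, an atrial myosin light chain that the paper does not discuss, had an FPKM of 333 in the third hispidulin+Sham mouse, against at most 15.03 in DMSO+Sham. It was 67.54 in the second DMSO+AB mouse, 42.26 in the third hispidulin+AB mouse, and at most 5.76 in the other mice outside DMSO+Sham. If all contractile genes had shifted in these 3 libraries, the ventricular genes Myl2 and Myl3 would have moved as well, but the larger of their log2 differences from the other libraries was -0.0842. Atrial tissue in the sample may explain the high values, which was not tested apart from the marker genes.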

How the results depend on the processing

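All alternatives except 1, named below, were set before the data were examined. For every changed result in this part, the cause was not tested.

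For hispidulin+AB against DMSO+AB, 0 genes had an adjusted p under 0.05 (362 unadjusted) and this held in 14 of the 16 alternatives. Without a filter on low values 2 genes passed, Gm3187 and 1700011L22Rik, named after their values were seen, with log2 fold changes of 0.17 and 0.15. Across the 6 fits that each left out one replicate the count ran from 0 to 20, and from 0 to 2 by the paper's criteria. The 2 genes passed without the first DMSO+AB mouse. The number of genes with a mean ratio of at least 2-fold was 40, and it was 98 with 0.1 added to the means, 22 at an FPKM of at least 5, from 37 to 110 with a replicate left out, and 105 with no value added, an alternative chosen after seeing the data.

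With hispidulin after AB, 0 gene sets had an adjusted p under 0.05 in fry, against 9 in camera and from 0 to 4 with a replicate left out. Values given under camera are the mean of a set less the mean of all other genes. Those that passed were 0.24 for fatty acid oxidation, 0.10 for glucose metabolism, 0.18 for the TCA cycle and 0.15 for oxidative phosphorylation. They were -0.60 for ECM organization, -0.40 for collagens, 0.0646 for complex I, 0.0766 for complex IV and 0.10 for ATP synthase. The p of camera can be too small where the genes of a set move together across mice. With a replicate left out, the means ran from 0.14 to 0.38 for fatty acid oxidation, from 0.0564 to 0.17 for glucose metabolism, from 0.0730 to 0.29 for the TCA cycle, from -0.96 to -0.38 for ECM organization and from -0.0417 to 0.13 for hypertrophic cardiomyopathy. Without the first DMSO+AB mouse the lists for fatty acid oxidation, glucose metabolism, the TCA cycle and ECM organization passed in fry (adjusted p = 0.00239, 0.00762, 0.00813 and 0.0106), and over the other alternatives their adjusted p reached 0.572, 0.572, 0.572 and 0.732. With a replicate left out, complex I ran from 0.0223 to 0.14, complex II from 0.0483 to 0.13 and ATP synthase from 0.0580 to 0.17. Oxidative phosphorylation then ran from 0.0836 to 0.21, and none of these sets passed. With the replicate block 2 sets were over-represented, against 0 without it. Among single genes, the sign changed with a replicate left out for Ogdh (from -0.0391 to 0.11), Cat (from -0.12 to 0.0274), Sod2 (from -0.0391 to 0.0620), Sirt1 (from -0.0483 to 0.30), Ppargc1a (from -0.26 to 0.30, and 0.0157 with quantile normalization) and Mfn2 (from -0.0593 to 0.0608).

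For DMSO+AB against DMSO+Sham, the 608 genes became 383 without a filter, 1423 with library weights, 142 with the animal number series as a covariate, 11 with only the libraries compared, and from 91 to 1050 with a replicate left out. By the paper's criteria 0 genes passed (2378 had an unadjusted p under 0.05), and 1 gene, Dbn1, passed with median-of-ratios scaling, with quantile normalization and with library weights, and from 0 to 40 with a replicate left out. The share of rising genes among those that passed was 48.0% as deposited and 56.7% with median-of-ratios scaling.

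In the same comparison 7 gene sets passed, and 0 with only the libraries compared. There the means were -0.50 for fatty acid oxidation, -0.28 for glucose metabolism, -0.36 for the TCA cycle, -0.24 for oxidative phosphorylation, 1.61 for ECM organization and 1.21 for collagens (adjusted p = 0.0559 each, fry), and -0.26 for complex II (adjusted p = 0.152). Oxidative phosphorylation no longer passed with median-of-ratios scaling (-0.22). Complex II no longer passed with median-of-ratios scaling (-0.23), the series covariate (-0.23) or camera (-0.24), and ran from -0.34 to -0.20 with a replicate left out. All values under camera in this part are differences from the mean of all other genes. Newly past the threshold were complex I under camera (-0.0714), complex III with quantile normalization (-0.16) and the replicate block (-0.14), complex IV with quantile normalization (-0.17), the replicate block (-0.16) and camera (-0.14), and ATP synthase with quantile normalization (-0.19), the replicate block (-0.15) and camera (-0.14). With a replicate left out, complex III ran from -0.18 to -0.11 and ATP synthase from -0.19 to -0.12. The sign changed for oxidative stress with library weights (0.0318, and from -0.22 to 0.15 with a replicate left out). It changed for unfolded protein binding with median-of-ratios scaling (0.0169, and from -0.15 to 0.0888 with a replicate left out). Under camera, unfolded protein binding differed from all other genes by 0.00702, which is not a change of sign in the set mean. The sign also changed for Acta2 with library weights (-0.72, and from -0.43 to 0.58 with a replicate left out). The 5 over-represented sets became 7 with library weights, 7 with the replicate block, 2 without a filter, 0 with the series covariate, 0 with only the libraries compared, and from 0 to 7 with a replicate left out.

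Between hispidulin+Sham and DMSO+Sham 0 genes passed in all 16 alternatives (287 unadjusted), while camera passed 2 sets and the over-represented sets ran from 0 to 1 with a replicate left out. Between hispidulin+AB and hispidulin+Sham, where 0 genes passed (847 unadjusted), 2 passed without a filter (Gm3187 and 1700011L22Rik), 2 with median-of-ratios scaling (Dbn1 and Otulin), 3 with quantile normalization (Dbn1, Otulin and Acta1), 209 with library weights, 17 with the replicate block, 51 with only the libraries compared, and from 0 to 3 with a replicate left out. For the interaction, from 0 to 3 genes and from 0 to 4 sets passed with a replicate left out, and 7 sets under camera.

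The share of other splits with a result as large is given under other observations. Depth is unknown, so which of the lowest values are limited by it cannot be told.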

Differences from the paper's values

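The paper reports 113 genes called between hispidulin+AB and DMSO+AB. By the paper's criteria with limma, 0 genes were called here (362 had an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap: 2 genes were called without the first DMSO+AB mouse, and 0 in the other 15. The criterion on the ratio alone, without any test, gave counts within 1.5-fold of the paper's 113 under 3 settings: 98 genes with 0.1 added to each group mean, 110 without the first DMSO+AB mouse, and 105 with no value added, which was chosen after seeing the values. As reported, that count was 40.

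The paper describes Myh6 and Acta2 as raised by AB and lowered by hispidulin. Here Myh6 changed by -0.38 under AB and by 0.23 with hispidulin after AB on the log2 scale, and Acta2 by 0.10 and by 0.51. For Acta2, the change under AB ran from -0.72 with library weights to 0.67 in another alternative. Mmp2 and Col3a1 moved in the directions the paper gives, but their decreases with hispidulin did not pass (adjusted p = 0.996 from limma for both). The paper lists Pgam1 and Pgam2 among genes raised by hispidulin after AB; here they changed by -0.39 and -0.17, while both rose under AB, by 0.62 and 0.55. Of the metabolic genes the paper calls raised by hispidulin, Acaa2 passed only without the first DMSO+AB mouse (0.58, adjusted p = 0.0482 from limma).

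The paper describes subunits of ATP synthase and of complexes I and II as suppressed by pressure overload and significantly restored by hispidulin. The means with hispidulin were 0.11, 0.07 and 0.09, with adjusted p from fry of 0.329, 0.381 and 0.395. Under AB, complex II passed, while ATP synthase (adjusted p = 0.068) and complex I (adjusted p = 0.278) did not. With camera in place of fry, ATP synthase and complex I passed in both comparisons (adjusted p with hispidulin of 0.000108 and 0.00043). Complex II passed in neither under camera (adjusted p of 0.0525 under AB and 0.207 with hispidulin). The p of camera can be too small where the genes of a set move together across mice. For the categories the paper calls enriched among genes altered by hispidulin, 0 sets were over-represented among the 113 genes of smallest p, and 2 with the replicate block.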

Other observations

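In this part, the tests of expression level, of the third DMSO+Sham mouse, of atrial genes and of Nppa were chosen after the result was seen, and the others were set down before it was seen.

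Other splits of the same mice were counted, each in the comparison it belongs to. In a comparison of 3 mice against 3 there are 10 splits, of which 4, the real one included, part every pair of same-numbered mice; the other 6 place such a pair on one side. With so few, a share under 0.05 cannot arise. For DMSO+AB against DMSO+Sham, 1 of the 4 gave as many genes with an adjusted p under 0.05 as the real split (608), and 1 of the 4 gave as many gene sets (7); over all 10 splits these were also 1 and 1. For hispidulin+AB against DMSO+AB, 3 of the 4 splits gave as many genes with an unadjusted p under 0.05 (362) and 6 of all 10 did, with up to 1530 genes. For gene sets with an unadjusted p under 0.05, where the real split gave 2, 1 of the 4 and 4 of all 10 gave as many. A first run had counted 2 of the 4, because the group names of the real split were exchanged and the p of fry depends slightly on the direction of a comparison. For hispidulin+Sham against DMSO+Sham, 2 of the 4 and 8 of all 10 gave as many genes (287), and for hispidulin+AB against hispidulin+Sham 1 of the 4 and 1 of all 10 did (847). The paper's criteria were met by 0 genes in the real split of both comparisons (362 and 2378 genes at an unadjusted p under 0.05), so all 4 splits count as large by construction and this count tests nothing. For the interaction, drug labels were exchanged within each operation between same-numbered mice, and 18 of the 32 splits gave as many genes with an unadjusted p under 0.05 as the real one (289).

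The change with hispidulin after AB ran against the change under AB, with a Pearson r of -0.70 across the 11664 genes, which are not independent replicates. Both changes contain the DMSO+AB mice. With no DMSO+AB mouse in both changes, r was below 0 in all 6 ways of assigning the mice, from -0.39 to -0.0499, with a median of -0.26. The shared mice may therefore account for a large part of the correlation, and at -0.0751 and -0.0499 little of it was left in 2 of the assignments. The 6 values use the same DMSO+Sham and hispidulin+AB mice and are not independent. A chance difference between the few mice of each group could make all 6 negative. What was left therefore cannot show a drug effect.

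For the higher fatty acid oxidation genes in hispidulin+AB than in DMSO+AB, the set mean was 0.25 after the dependence on GC content and length was removed, as it was ahead of it. For the lower ECM organization genes, it was -0.55 after removal and -0.59 ahead of it. Among 10000 lists matched on mean expression, 100% had a smaller difference in the same direction for both lists. The paper prints both lists for the same mice and does not state how the genes were chosen. A choice from these values cannot be excluded, so the comparison cannot separate the lists from their selection. The counts of splits above do not test the size of either difference.

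In the DMSO+Sham group the third mouse stood out most. In the third DMSO+Sham mouse, 8 of 8 acute-phase, interferon and heat-shock genes, a list drawn up after the values were seen, were higher than in both others, and Saa3 had an FPKM of 623.82 against at most 1.24 in the rest of the group. Haemoglobin genes, which would rise with blood left in the tissue, differed from the other mice by -0.19. In the same mouse 5 of 5 genes on the Dbp side of the clock were lower and 3 of 3 on the Arntl side were higher, a difference of -2.43 between both sides, but these genes were picked for the pattern and the test cannot speak against a library-wide shift. An inflamed animal or another time of harvest could explain these values, and neither is recorded in the labels. Genes differing by more than 1 (log2) from the rest of the group numbered 534 in this library and between 28 and 345 in the other 11. The count of 345 was that of the second DMSO+Sham mouse, so the group held more than 1 library far from its fellows.

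Nppa and Nppb, measured by qPCR in the paper, had log2 fold changes of 4.54 (adjusted p = 0.0121 from limma) and 3.08 (adjusted p = 0.0036) under AB. The rise of Nppa passed in 11 of 16 alternatives, with an adjusted p up to 0.106, and that of Nppb in all 16. With hispidulin after AB Nppa and Nppb changed by -1.77 and -0.57 on the log2 scale (adjusted p = 0.996 for both). Taken between group mean FPKM, the changes were -79.4% and -31.7%. With a replicate left out, the log2 change of Nppa ran from -2.81 to -1.23. Nppa was 680.2, 6043 and 5738 FPKM in the 3 DMSO+AB mice and between 666.4 and 1047 in hispidulin+AB. Atrial tissue in the sample could raise Nppa, but the third DMSO+AB mouse had 0.24 FPKM of Myl7, below the median of 5.42 over all mice. Nppa is therefore not explained by atrial tissue in that mouse. The second DMSO+AB mouse had 67.54 FPKM of Myl7, while the third hispidulin+Sham mouse, with 333 FPKM of Myl7, had an Nppa of 967 FPKM.

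In the third DMSO+AB mouse the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were lower than in the other DMSO+AB mice by a mean of -0.80 (log2). Of 10000 lists matched on expression, GC content and length, 99.7% had a higher mean, so these biases alone are an unlikely explanation. The X-linked partners, which would be higher with RNA from a female animal, differed by -0.48. No explanation tested accounts for the pattern.

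Of the 15 genes measured by qPCR in Fig. 4, 15 were higher with hispidulin after AB in the RNA-seq, from 0.13 for Atp5a1 to 0.33 for Ndufs1, and 0 had an adjusted or an unadjusted p under 0.05. Under AB, 15 were lower and 2 passed. Of the genes for proteins measured by immunoblot, Sirt1 changed by 0.14, Ppargc1a by -0.01, Opa1 by 0.14, Mfn2 by 0.00 and Tomm20 by -0.19 with hispidulin after AB. The antioxidant genes changed by -0.04 for Cat, 0.09 for Sod1, 0.02 for Sod2 and 0.07 for Prdx3. Among the largest falls under AB that passed were those in Acot1 (-2.26), Ces1d (-2.01), Pfkfb1 (-1.70) and Phkg1 (-1.65). Phkg1 passed in all 16 alternatives, Ces1d in 12, Pfkfb1 in 11 and Acot1 in 9. The adjusted p of Acot1 from limma reached 0.150.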
